# Molecular conservation of marsupial and eutherian placentation and lactation

**DOI:** 10.7554/eLife.27450

**Published:** 2017-09-12

**Authors:** Michael W Guernsey, Edward B Chuong, Guillaume Cornelis, Marilyn B Renfree, Julie C Baker

**Keywords:** tammar wallaby, placenta, lactation, transcriptomics, reproduction, marsupial, Other

## Abstract

Eutherians are often mistakenly termed ‘placental mammals’, but marsupials also have a placenta to mediate early embryonic development. Lactation is necessary for both infant and fetal development in eutherians and marsupials, although marsupials have a far more complex milk repertoire that facilitates morphogenesis of developmentally immature young. In this study, we demonstrate that the anatomically simple tammar placenta expresses a dynamic molecular program that is reminiscent of eutherian placentation, including both fetal and maternal signals. Further, we provide evidence that genes facilitating fetal development and nutrient transport display convergent co-option by placental and mammary gland cell types to optimize offspring success.

**DOI:** http://dx.doi.org/10.7554/eLife.27450.001

## eLife digest

Before birth, mammals in their mother’s womb are provided with nutrients and oxygen via an organ called the placenta. After birth, the mother produces milk to feed her young, which supports their continuing development.

The majority of living mammals, from mice to humans, belong to a group known as “eutheria” and have placentas made up of many different types of cells and tissues. This complex placenta has caused many people to wrongly refer to this group as “the placental mammals”. However, marsupials like kangaroos and koalas represent a second group of mammals that also have a placenta, albeit a much simpler one that consists of only a few layers of cells.

The simpler placenta means that marsupials give birth to young that are underdeveloped compared to eutherians. These young must develop further inside the mother’s pouch, where they are fed with milk that changes over time to support the different stages of their development. As a result, marsupials produce a more complicated range of milks than eutherians. To date, scientists do not fully understand how these two groups of mammals evolved to nurture their offspring in two different ways.

Guernsey et al. have now studied which genes are active in the placenta and milk-producing “mammary” glands of the tammar wallaby, a small member of the kangaroo family. Comparing the data with similar data from mice and humans revealed that marsupial and eutherian placentas are alike in many ways. For example, both rapidly change which genes are active as the placenta matures, and both contain tissues that perform specific tasks such as providing offspring with nourishment for growth and oxygen for respiration.

The analysis also shows that mammary glands in marsupials use similar genes to those used by the eutherian placenta to support the development of offspring. This suggests the placenta and the mammary gland have converged on a similar set of genes to allow female mammals to nourish their young.

Overall, the findings further scientific knowledge about the evolution of pregnancy and milk production in marsupials, paving the way for further research into the diversity of life on Earth. The findings also confirm that marsupials have working placentas, stressing that eutherians and marsupials should both be referred to as “placental mammals”.

**DOI:** http://dx.doi.org/10.7554/eLife.27450.002

## Introduction

While placental morphology varies widely between different mammalian species, its functions as a center for embryonic respiration, nutrient uptake, waste removal and embryonic signaling are highly conserved (Cross, 2006). Given this diverse set of tasks, it is intriguing how an organ with such great morphological diversity performs the same function across widely divergent taxa. For example, one critical difference in placentation across species is invasive ability. Human placental tissues invade deeply into maternal tissues where they remodel arteries, whereas other eutherian placentas, like that of the pig, do not invade (Leiser and Kaufmann, 1994). In marsupials, most placentas, including that of the tammar, are non-invasive (Freyer et al., 2002; Freyer and Renfree, 2009), but some, like the South American grey short-tailed opossum, do invade, albeit only for the last few days of pregnancy (Tyndale-Biscoe and Renfree, 1987; Freyer et al., 2002, 2007). While the diversity of invasion is extreme between therian species, it is only one of the many functional, cellular, and morphological differences in placentation. This extreme diversity raises interesting questions about how a wide array of structures and cell types can mediate something as complex as fetal development.

Reproductive diversity is even more pronounced when comparing morphology and function between eutherians and marsupials, not only because the placentas are different, but also because marsupials, generally, rely more heavily on lactation to support fetal development (Renfree, 1983). The tammar wallaby (*Macropus eugenii*), a key model for investigating marsupial reproduction (Renfree et al., 2011), has a 26.5 day pregnancy followed by a 300–350 day period of lactation (Tyndale-Biscoe and Renfree, 1987). By comparison, the mouse has a 20 day pregnancy followed by a 20–24 day period of lactation (Crew and Mirskaia, 1930), relying much less on lactation for offspring success. The tammar placenta is derived from a fusion of the yolk sac and chorion, producing a structure that contains two different tissue types: the avascular bilaminar omphalopleure (BOM) and the vascular trilaminar omphalopleure (TOM). These two tissues each contain a single trophoblast cell layer (TL) and a single endodermal cell layer (EL) with TOM containing an additional mesodermal layer (ML) which gives rise to the vasculature (Freyer et al., 2002; Renfree, 2010) (Figure 1). The cells of the trophoblast layer are characterized by large nuclei, consistent with eutherian trophoblast morphology which are typically large, polyploid or multinucleated (Zybina and Zybina, 1996) (Hannibal et al., 2014), while the cells of endodermal layer contain small nuclei (Figure 1)(Freyer et al., 2002; Jones et al., 2014). During early pregnancy nutrient transfer to the embryo occurs across a keratinous shell coat (Renfree, 1980; Menzies et al., 2011). At day 18 the embryo loses this shell coat, and the yolk sac becomes closely interlaced with the uterine epithelium and maternal blood supply, forming the yolk sac placenta. The BOM then expands to increase the nutrient exchange surface area, while the TOM expands to further support the increased respiratory needs to the end of gestation over the next 7 days (Renfree, 1973b).

**Figure 1.**
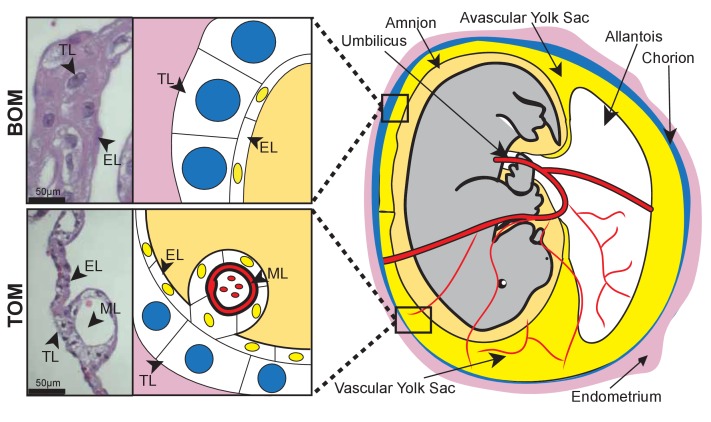
Tammar placental structure. Schematic of a day 24 tammar conceptus (right) highlighting placental cell types (middle). The tammar yolk sac placenta contains two cellular layers: the trophoblast (TL; blue) and the endoderm (EL; yellow). Further, the placental structure is divided into two halves. The ‘top’ non-vascularized tissue is termed the bilaminar omphalopleure (BOM) and the ‘bottom’ vascularized tissue is termed the trilaminar omphalopleure (TOM) which also contains a mesodermal layer (ML). H&E sections (left) demonstrate the cell types within the BOM and TOM components (Scale bars are 50 μm). **DOI:** http://dx.doi.org/10.7554/eLife.27450.003

As the tammar fetus is underdeveloped at birth, it relies on lactation to complete its growth and development (Trott et al., 2003; Green and Merchant, 1988; Nicholas et al., 1997) and to provide immune protection while the adaptive immune system matures (Joss et al., 2009). While lactation in tammar shares some characteristics of eutherian lactation, such as initial high immunoglobulin secretion (Old and Deane, 2000) and nutrient density to promote growth (Daly et al., 2007), tammar milk undergoes dramatic and dynamic changes over the course of lactation in both type and amount of carbohydrates (Messer and Green, 1979), proteins, and lipids (Green et al., 1980; Green and Renfree, 1982). The composition of tammar milk is exquisitely programmed to support the remainder of fetal development, with individual proteins and amino acids secreted for differing windows of time (Nicholas, 1988; Renfree et al., 1981b; Vander Jagt et al., 2015) and is so potent that early pouch young fostered by a mother lactating for an older pouch young results in accelerated growth and development, including: increases in body size, head length, thicker fur, and accelerated maturation of the fore-stomach (Nicholas et al., 1997); Menzies et al., 2007; Kwek et al., 2009). To date, the signals within the milk that drive this acceleration are unknown, but the milk appears to be crafted to promote fetal morphogenesis in specific windows of time (Green et al., 1980), which is related to variation in both resource availability in the environment (Dennis and Marsh, 1997) and neural cues from the mother (Renfree MB et al., 1981a). As marsupial milk is clearly supplied to support fetal development, a role fulfilled primarily by the placenta in eutherians, it has been proposed that dynamic and extended lactation periods evolved in marsupials as an alternative to the complex placentation seen in eutherians (Renfree, 1983; Tyndale-Biscoe and Renfree, 1987; Renfree, 2010).

To better understand the evolution of pregnancy and lactation in marsupials, we generated and analyzed transcriptome data from placental and mammary gland tissues of the tammar wallaby. We find that the tammar yolk sac placenta shares striking molecular similarity to the chorioallantoic placenta of eutherians, despite major morphological and developmental differences. Moreover, we find that established protein markers that distinguish decidua (maternal) and trophoblast (fetal) tissue in the eutherian placenta are instead co-localized in the yolk sac placenta, suggestive of an ancestral molecular program underlying placentation that has undergone further compartmentalization during eutherian evolution. Furthermore, we provide additional molecular confirmation that marsupials do have fully functional placentas, which supports the growing body of evidence that eutherians and marsupials can both be classified as ‘placental mammals’ (Padykula and Taylor, 1982; Freyer et al., 2003; Renfree, 2010). Finally, we discover that genes crucial for eutherian placental function are expressed in the tammar mammary gland. This provides the first comprehensive molecular evidence that marsupials favored a physiologically complex lactation to achieve the same developmental milestones that placentation has facilitated in eutherians.

## Results

### Dynamic changes occur during gestation in the tammar placenta

To investigate how the marsupial placenta functions we used 3SEQ (Beck et al., 2010) to sequence the BOM and TOM transcriptomes at day 21–23 and day 25. 

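3SEQ reads only the 3′ ends of polyadenylated transcripts, so a count does not grow with transcript length. The bilaminar yolk sac (BOM, avascular) and the trilaminar yolk sac (TOM, vascular) each gave 1 library at gestational day 21 and 1 at day 23. At day 25 there were 2 BOM libraries, written here with their label numbers as BOM-4385 and BOM-4419, and 4 TOM libraries, TOM-4060, TOM-4385, TOM-4417 and TOM-4419. The libraries came from tissue frozen in liquid nitrogen. The total count ran from 3270496 to 8704738 in BOM (median 6198044) and from 3213746 to 13507301 in TOM (median 5868568). All 4 libraries of day 21–23 held more counts (lowest 6890874) than any of the 6 of day 25 (highest 6593536). The authors aligned the reads with STAR to the tammar genome m.eug_v1.0, called transcribed regions with UniPeak, assigned each region to the nearest gene with HOMER and summed regions of 1 gene. The deposited values are these raw counts for 10965 Ensembl transcript IDs. BOM against TOM and early against late were each compared with edgeR's quasi-likelihood test on TMM-scaled counts after a filter on low counts, with Benjamini-Hochberg adjustment. The sources used here do not say whether each library is from a separate animal, so p-values measure the spread between these libraries, and with PCR-amplified reads counting floors and intervals cover counting error only. The IDs of the count table are not paired with gene names in those sources, so named genes appear by their place in the study's name lists and carry no level of their own.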

To examine the specific molecular characteristics of the BOM and TOM components of the placenta, we pooled BOM (4 replicates) and TOM (6 replicates) sequences from all gestational time points. 

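In TOM a few transcripts took a large part of all counts. The 10 most abundant transcripts of each library held 46.1% ± 9.93 (SD, n = 6) of the counts in TOM and 24.3% ± 3.77 (SD, n = 4) in BOM. A single transcript, ENSMEUT00000000693, held 17.8% ± 9.34 (SD, n = 6) of TOM counts and 1.75% ± 1.04 (SD, n = 4) of BOM counts. It ranked first in 6 of 6 TOM libraries and in 0 of 4 BOM libraries. ENSMEUT00000005440 held 7.72% ± 7.68 of TOM counts and 1.40% ± 1.55 of BOM counts. Within TOM its share was 17.5% ± 0.991 (SD, n = 2) at day 21–23 and 2.81% ± 1.29 (SD, n = 4) at day 25. Both IDs were singled out of all transcripts after their values were seen, so their shares are given without a p-value.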

Using DESeq2, we find 445 differentially expressed transcripts; of which 83 were up-regulated in BOM tissue and 362 were up-regulated in TOM tissue (Figure 2A). 

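The transcripts that the study lists as higher in TOM stood at a median log2(CPM + 2) of 4.43 ± 0.37 (SD, n = 6) in TOM and 2.40 ± 0.26 (SD, n = 4) in BOM. Those it lists as higher in BOM stood at 5.99 ± 0.62 (SD, n = 4) in BOM and 3.86 ± 0.65 (SD, n = 6) in TOM. For each list, every library of the tissue it was named for lay above every library of the other tissue. The study chose both lists on these samples, so their direction is not independent evidence. With tissue as the only factor, edgeR called 0 transcripts higher in TOM and 0 higher in BOM of 5630 tested, while 430 and 220 had an unadjusted p under 0.05. On data simulated with the spread of these libraries edgeR called 0% of 8-fold changes, so its 0 does not show that levels are alike. On the same libraries DESeq2 with tissue as the only factor called 194 transcripts higher in TOM and 19 higher in BOM. With stage added, a setting chosen after values were seen, DESeq2 called 360 and 71. Of these, 347 and 69 are on the study's TOM and BOM lists. In the simulation, with 200 transcripts changed and 1 factor, 29 of the 79 DESeq2 calls were false, so its counts may hold false calls too. That share depends on how many transcripts were changed and does not carry over to these counts. At day 21–23 alone, with 2 libraries per tissue and the 2 days as replicates, edgeR called 514 higher in TOM and 188 in BOM. At day 25 alone, with 4 TOM and 2 BOM libraries, it called 0 and 0. Libraries of 1 tissue differed more at day 25, with an SD in log2 level of 2.23 between the BOM libraries against 0.656 between BOM days 21 and 23. These counts therefore do not show that the tissue difference was smaller at day 25. With stage added to the edgeR model, 94 were higher in TOM and 5 in BOM, and 92 of the 94 belong to the study's TOM list. Leaving out BOM-4419 gave 37 higher in TOM and 1 higher in BOM, and leaving out TOM-4419 gave 3 higher in TOM.

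**Figure D1:**
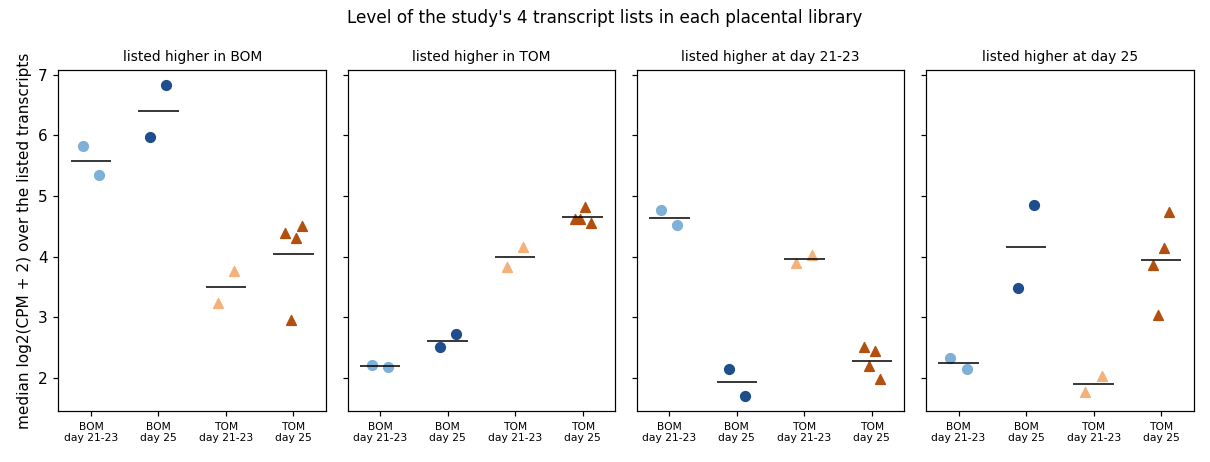
Median log2(CPM + 2), on the vertical axis, over the transcripts of each of the study's 4 lists, in every placental library (points; BOM circles, TOM triangles; lines are group means). The TOM list lies near 4.43 in TOM and 2.40 in BOM, and the lists for day 21–23 and day 25 shift between the stages in both tissues.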

The BOM up-regulated genes are associated with ontology related to endocytosis and metabolism (p-adj = 0.0764, 0.0390, see Supplementary file 1) consistent with the hypothesis that BOM acts as the center for embryonic nutrient uptake (Renfree, 1973b). Conversely, the genes up-regulated in TOM are associated with ontology related to extracellular matrix organization, hematopoiesis, and response to oxygen levels (p-adj = 1.49×10^−7^, 0.00193, 0.0688, see Supplementary file 1). This is consistent with the idea that TOM, being the vascularized component of the tammar placenta, acts as the center of embryonic respiration (Renfree, 1973b). 

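The study's BOM list holds several parts of the vesicle and lysosome machinery. A list of 46 genes of endocytosis and the lysosome was fixed before the counts were examined but after the study's gene names had been seen. Of these, 5 are in the BOM name list: CLTC, the clathrin heavy chain, ATP6V0C, a subunit of the proton pump that acidifies endosomes, GM2A, a lysosomal lipid-binding protein, SNX33 and VAMP8. Only LRP2, the endocytic receptor megalin, is in the TOM list, with a count of 1. Of 47 glycosylation and glycoprotein-folding genes, 6 are in the BOM list (B3GALNT1, B4GALNT2, CANX, MAN1A2, MCFD2 and MLEC) and 0 in the TOM list. These 6 are also the genes behind the study's own glycosylation term. From the trophoblast list of 37 genes, the BOM list holds 3, SPINT2, TFAP2A and WNT7B, and the TOM list 2, ASCL2 and LIFR. EDN1 (endothelin 1) and HSD11B2, which inactivates glucocorticoids, are the 2 of 32 placental endocrine genes in the BOM list. Together the 83 listed transcripts took 7.08% ± 0.312 (SD, n = 2) of the counts in BOM at day 21–23 and 9.57% ± 4.51 (SD, n = 2) at day 25, against 1.30% ± 0.457 (SD, n = 2) and 2.06% ± 1.02 (SD, n = 4) in TOM. A single listed transcript, ENSMEUT00000005570, singled out after values were seen, made up 3.37 points of the early BOM share. Of the 83, 79 passed the filter on low counts, with a median log2 fold change of TOM against BOM of -1.91. These memberships describe lists that the study drew from these libraries and were not tested for enrichment. The BOM list holds 61 gene names and the TOM list 291, so counts in the 2 lists are not directly comparable.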

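The study's TOM list holds genes of matrix, blood and vessels. Of 43 extracellular matrix genes, fixed before the counts were examined, 13 are in the TOM name list and 0 in the BOM list. The 13 include the collagens COL3A1, COL5A1 and COL6A1 and the fibronectin gene FN1. The TOM list holds 291 gene names and the BOM list 61, so counts in the 2 lists are not directly comparable. Among 38 genes of the red cell lineage, 14 are in the TOM list, including the transcription factors GATA1 and KLF1, the hemoglobin-stabilizing protein AHSP and ALAS2, which starts heme synthesis. Endothelial genes number 7 of 34 (CDH5, ICAM2, STAB1, STAB2, TAL1, TEK and TIE1). A list of 43 visceral endoderm and plasma protein genes has 11 members there, with AFP, APOB and RBP4, the retinol carrier, and again 0 in the BOM list. Names that begin with SLC number 15, among them the organic ion transporters SLC22A2, SLC22A6 and SLC22A8. None of 40 genes of the oxygen response fixed beforehand is in the TOM list (0 of 40), and of 32 blood leukocyte genes only 1, MPO, is. The study's own list for decreased oxygen has 10 members, ALAS2, TEK and FABP1 among them. Together the 362 listed transcripts took 25.6% ± 0.446 (SD, n = 2) of TOM counts at day 21–23 and 20.1% ± 1.48 (SD, n = 4) at day 25, against 4.46% ± 1.65 (SD, n = 2) and 3.46% ± 0.0542 (SD, n = 2) in BOM. ENSMEUT00000005440 alone made up 17.5 points of the early TOM share, and without it the list took 8.12% ± 0.545 of TOM counts at day 21–23 and 17.3% ± 2.76 at day 25, so the share then rises with stage. The 341 that passed the filter had a median log2 fold change of TOM against BOM of 2.69.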

Overall, this supports the suggestion that BOM and TOM have specific and distinct functions throughout gestation (Renfree, 1973b) (Figure 2—figure supplement 1A), consistent with previously observed morphology differences (Freyer et al., 2002).

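BOM and TOM stayed apart at both stages, along a smaller axis than the one that follows stage. On log2 counts, PC3 (12.6% of the variance) placed BOM at 22.8 ± 7.52 (SD, n = 4) and TOM at -15.2 ± 10.8 (SD, n = 6), with no overlap (exact permutation test, two-sided p = 0.00952, the smallest p that 4 libraries against 6 allow, adjusted p = 0.0381 over 8 tests). PC1 did not separate the tissues (exact permutation p = 0.648). When the counts were not logged, PC1 did (exact permutation p = 0.00952), and ENSMEUT00000000693 then carried 76.5% of its weight. The difference of TOM from BOM at day 21–23 ran along with that between TOM-4385 and BOM-4385 (r = 0.571) and that between TOM-4419 and BOM-4419 (r = 0.390). These are Pearson correlations across 4536 transcripts, which are not independent replicates, and the pairs of differences share no library. From the ontology of the TOM and BOM lists and the principal components in Figure 2—figure supplement 1A, the paper proposes that BOM and TOM have distinct functions throughout gestation.

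**Figure D2:**
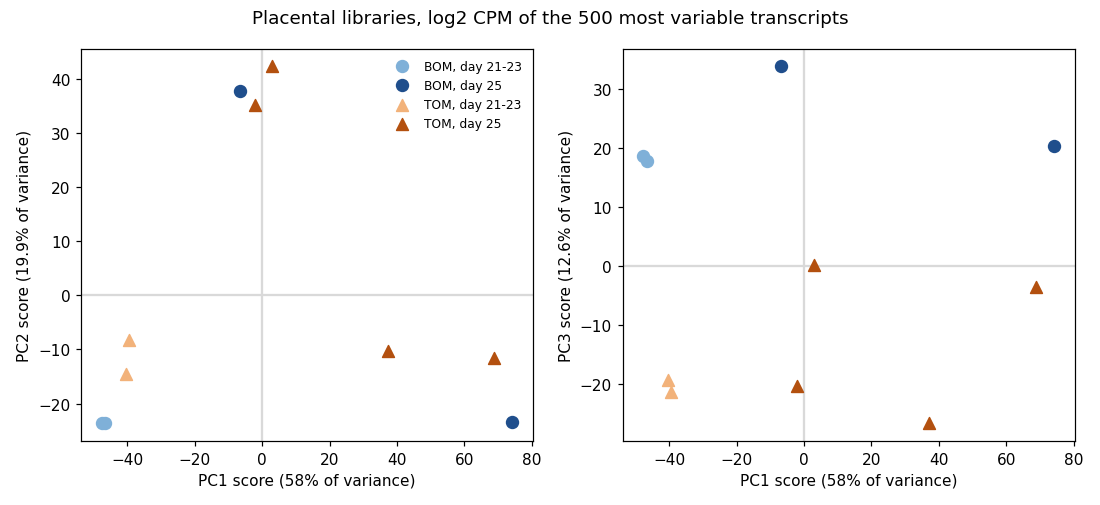
Scores of the 10 placental libraries on PC1 against PC2 and PC1 against PC3 (axes in score units with the share of variance), from log2 CPM of the 500 most variable transcripts. Circles are BOM and triangles TOM, pale for day 21–23 and dark for day 25. BOM lies above TOM on PC3, and the day 25 libraries spread far more widely than those of day 21–23.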

**Figure 2.**
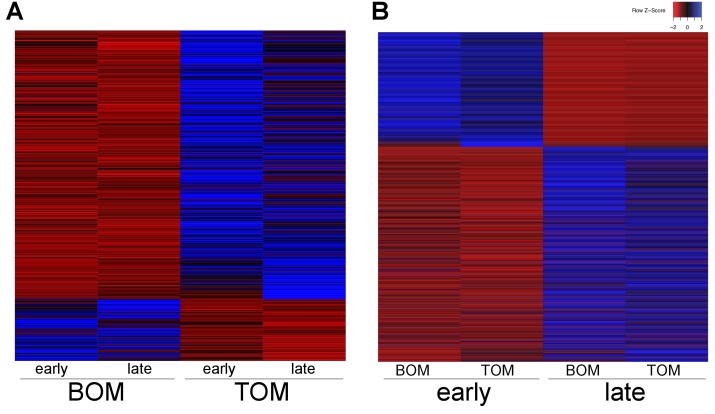
Tammar placental gene expression differs between tissues and over time. (**A**) Transcripts differentially expressed between BOM and TOM (n = 445) with blue indicating high expression and red low expression (see Z-score insert upper right). (**B**) Transcripts differentially expressed between early (day 21–23) and late (day 25) placental time points (n = 1705). **DOI:** http://dx.doi.org/10.7554/eLife.27450.004

**Figure 2—figure supplement 1.**
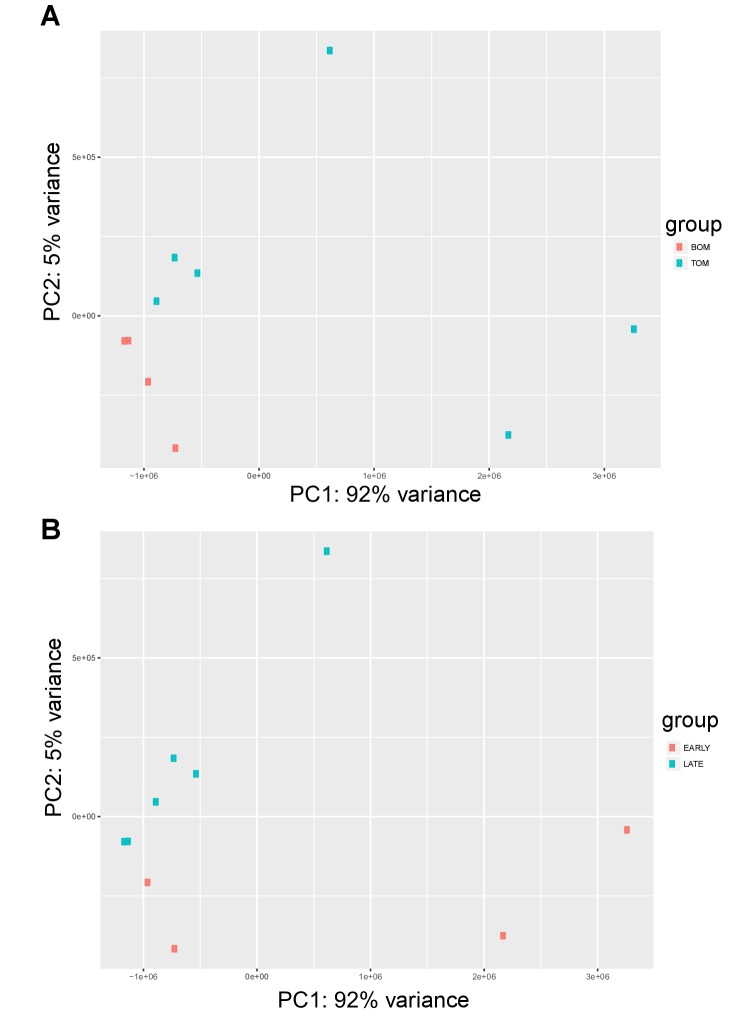
Tammar placenta transcriptome exhibits distinct signatures in both tissue type and time. (**A**) PCA plot depicting the 10 RNA-seq replicates colored by placental tissue type: BOM in red and TOM in blue, demonstrating tissue specific separation on principal component 1 (**B**) PCA re-plotted and colored by time point: early (day 21–23) in red, and late (day 25) in blue, demonstrating temporal separation on principal component 2. **DOI:** http://dx.doi.org/10.7554/eLife.27450.005

After the shell coat is lost by gestational day 18, TOM begins to expand through day 23 of gestation until it has covered 50% of the yolk sac (Freyer et al., 2002). We examined if the function of the placenta changed from day 21–23, when TOM is still expanding, to day 25, when TOM has finished expanding. To this end, we pooled the 21–23 day sequences (4 replicates) together and the 25 day sequences (6 replicates) together, including both BOM and TOM. 

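The libraries of day 21–23 were closer to each other than those of day 25. Between pairs of day 21–23 libraries the Spearman correlation across transcripts ran from 0.941 to 0.968, with BOM and TOM together, and between pairs of day 25 libraries from 0.798 to 0.930. BOM at day 21 differed from BOM at day 23 with an SD of 0.656 in log2 level over transcripts, and BOM-4385 from BOM-4419 with an SD of 2.23. In TOM these values were 0.543 for day 21 against day 23 and 1.67 for TOM-4385 against TOM-4419. On PC1, which held 58.0% of the variance, the early libraries lay at -43.6 ± 4.16 (SD, n = 4) and the late ones at 29.0 ± 36.4 (SD, n = 6), with no overlap (exact permutation test, two-sided p = 0.00952, adjusted p = 0.0381 over 8 tests).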

Using DESeq2, we find 1705 differentially expressed transcripts; of which 592 were up-regulated at day 21–23 (early) and 1113 were up-regulated at day 25 (late) (Figure 2B). 

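Between the 2 stages edgeR called 296 transcripts higher at day 21–23 and 253 higher at day 25 of 5630 tested. Transcripts on the study's early list stood at a median log2(CPM + 2) of 4.30 ± 0.41 (SD, n = 4) early and 2.16 ± 0.30 (SD, n = 6) late. Those on its late list stood at 2.07 ± 0.24 (SD, n = 4) early and 4.01 ± 0.70 (SD, n = 6) late. Both lists were drawn from these libraries, so their direction is not independent evidence. Of the calls, 268 and 234 are on the study's early and late lists. ENSMEUT00000017102, on the early list, fell from 494 ± 463 CPM (SD, n = 4) to 0.468 ± 0.600 CPM (SD, n = 6), a log2 fold change of -9.90 (standard error 1.05, adjusted p = 0.000482 from edgeR), and without BOM day 21 the early mean was 298 CPM. ENSMEUT00000007684, on neither list, rose from 0.143 ± 0.147 CPM (SD, n = 4) to 10379 ± 20265 CPM (SD, n = 6), a log2 fold change of 16.15 (standard error 3.02, adjusted p = 0.00682 from edgeR). Every day 25 library held at least 46.4 CPM of it, and without BOM-4419 the late mean was 2257 CPM. ENSMEUT00000017894, on the early list, fell from 13.6 ± 10.1 to 0.0253 ± 0.0619 CPM (log2 fold change -7.87, standard error 0.93, adjusted p = 0.000798 from edgeR), and ENSMEUT00000013303, on none of the study's 4 transcript lists, had 0 counts in all 4 early libraries and 1807 ± 3496 CPM late, at least 22549-fold higher after TMM scaling than a floor of 3 counts over the early group (adjusted p = 0.0125 from edgeR). BOM-4419 carries most of that mean: without it the bound is 4549-fold, and the lowest day 25 library held 20.5 CPM. These 4 IDs have the largest fold changes among called transcripts of at least 10 CPM and were singled out after values were seen. DESeq2 called 573 transcripts higher early and 1134 higher late, but on data simulated with the spread of these libraries 29 of its 103 calls were false. The count higher late fell to 38, 40, 37 and 74 without BOM day 21, BOM day 23, TOM day 21 and TOM day 23 in turn, was 152 without TOM-4419 and 381 without BOM-4385, and without those same early libraries 145, 145, 152 and 158 transcripts were higher early.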

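The study's early genes include transporters of small molecules, red cell genes, trophoblast genes and cell cycle genes. Solute carriers give 21 names to the early list, such as the peptide transporter SLC15A2, the lactate transporter SLC16A3 and SLC5A5, the iodide transporter. Of 38 red cell genes, 5 are there, AHSP, KLF1, NFE2, SLC25A37 and SLC4A1, and 4 of these 5 are on the TOM list too. The late list holds 2 of the 38, EPB41 and UROD. Trophoblast genes number 4 of 37 (ASCL2, GATA2, GJB3 and TP63), and cell cycle genes 4 of 43 (BIRC5, CCNE1, KIF20A and MCM5). The late list holds 10 solute carriers, 3 of the trophoblast genes and 1 of the cell cycle genes. It has 902 gene names and the early list 451, so counts in the 2 lists are not directly comparable. Membership in these groups was not tested for enrichment. The lists of 47 intracellular transport genes and 41 ion transport genes fixed for this comparison have 0 members among the early genes, while SLC5A5 and SLC4A1, which carry ions, are counted with the solute carriers. From day 21–23 to day 25, the share of counts taken by the 592 early transcripts went from 13.0% ± 0.192 (SD, n = 2) to 2.43% ± 0.786 (SD, n = 2) in BOM and from 23.1% ± 0.494 (SD, n = 2) to 4.85% ± 1.18 (SD, n = 4) in TOM. Most of the early TOM share is ENSMEUT00000005440, and without it the share went from 5.57% ± 0.496 to 2.04% ± 0.442 in TOM and from 10.6% ± 1.45 to 2.08% ± 0.456 in BOM. Over the 497 that passed the filter, the median log2 fold change of late against early was -2.36.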

Genes up-regulated at earlier time points exhibited no significant enrichment for any gene ontology, but trended toward intracellular and ion transport (p-adj = 0.188, 0.109, see Supplementary file 1). In contrast, those up-regulated at later time points were enriched for cellular growth, differentiation, and junction organization (p-adj = 0.0331, 0.0162, 5.79 × 10^−4^, see Supplementary file 1). 

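The study's late list holds genes of matrix, cell junctions, growth factor signaling and mesenchyme. It has 19 of the 43 extracellular matrix genes, including COL1A1, COL1A2, DCN (decorin) and LOX, which crosslinks collagen, and 10 of the 19 are also on the TOM list. Of 47 cell junction genes, 7 are in the late list, among them the tight junction genes CLDN1, CLDN4 and TJP1, and 3 in the early list. The late list holds 902 gene names and the early list 451, so the 2 junction counts show no contrast. For the same reason other counts in these lists are not directly comparable. Insulin-like growth factor genes give 5 of 22 names, IGF1R, IGFBP3, IGFBP5, IGFBP7 and INSR, with 0 in the early list. Mesoderm and mesenchyme genes give 5 of 28 (ACTA2, CDH2, PDGFRB, TAGLN and VIM). The trophoblast genes ARID3A, BHLHE40 and KRT8 are the 3 of 37 in the late list. Of 40 oxygen response genes, 6 are late, with VEGFA, ANGPTL4 and HMOX1, and 1, TPI1, is early. Of 26 immediate early and heat shock genes, which respond quickly to stress and to tissue handling, 5 are late (ATF3, DUSP1, FOS, HSPB1 and ZFP36) and 0 early. The 1113 late transcripts took 5.02% ± 0.359 (SD, n = 2) of BOM counts at day 21–23 and 22.8% ± 8.43 (SD, n = 2) at day 25, and 5.07% ± 0.701 (SD, n = 2) and 23.9% ± 7.28 (SD, n = 4) of TOM counts. Their median log2 fold change of late against early was 2.49 over the 889 that passed the filter. The study drew the list from these libraries, and its overlap with the fixed lists was not tested for enrichment.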

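The shifts from day 21–23 to day 25 in BOM and TOM were positively correlated. Across 4536 transcripts, the early minus late difference in BOM and the one in TOM, taken against TOM-4060 and TOM-4417, had a Pearson correlation of 0.695, with no library in common but the same early days on both sides. With BOM at day 21 and TOM at day 23 as the early libraries it was 0.656, and with the days exchanged 0.649. Transcripts are not independent replicates. A test of the difference between the tissues' changes, the product of tissue and stage, gave 0 calls of 6099 tested by edgeR and 1 by DESeq2. An unadjusted p under 0.05 from edgeR was found for 208, fewer than chance alone would give. With 2 libraries in 3 of the 4 groups, and no simulation of such a difference, the 0 does not show that the changes are equal. Of the study's 362 TOM transcripts, 121 are also on its late list and 41 on its early list. The gene names in the TOM and late overlap include the matrix genes COL3A1, FN1 and SPARC, the protease CTSK and VIM (vimentin), and those in the TOM and early overlap the red cell genes AHSP, KLF1 and NFE2 and the granule enzyme MPO. Red cell genes are in the TOM and late overlap as well, namely EPB41, HBA and UROD. Of the 83 BOM transcripts, 25 are late and 5 early, and ELOVL5 and ELOVL6, which lengthen fatty acids, are among the former. Fitted in TOM alone, edgeR called 28 transcripts higher early and 2 higher late, and in BOM alone 0 and 0. From the early and late transcripts, their ontology and Figure 2—figure supplement 1B the paper concludes that gene expression in the tammar placenta changes dynamically over a short time.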

Overall, these findings reveal that the tammar placenta undergoes dynamic changes in gene expression throughout its development despite the short duration of its physiological activity (Figure 2—figure supplement 1B).

### Tammar placenta expresses eutherian molecular signatures

Although the overall morphology and cellular structure of the chorioallantoic placenta in mouse and humans is vastly different from the yolk sac placenta in marsupials, we next tested whether they shared similarity at the molecular level. To this end, we compared the tammar placenta transcriptome, pooling samples of all tissue types and time points, to publically available traditional RNA-Seq datasets for the term mouse (ENCSR000BZP) and human (GSE56524) placenta transcriptomes. 

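Pooled over both tissues and all days, the tammar placenta expressed 6075 of the 10965 transcripts. A transcript counted as expressed when its mean was at least 1% of the mean over transcripts, here 0.912 CPM, a rule that the paper states for the public read count tables. BOM and TOM libraries had a median Spearman correlation across transcripts of 0.878 over 24 pairs and a range of 0.808 to 0.951. Within TOM the median was 0.898 over 15 pairs and within BOM 0.853 over 6. The 100 most abundant transcripts of a library held 50.3% to 74.1% of its counts across the 10 placental libraries. A mean over all of them gives TOM, with 6 libraries, more weight than BOM, with 4.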

We found 3894 transcripts shared by all three species (Supplementary file 2) which included many factors that have documented roles in placental function (Rawn and Cross, 2008). We uncovered the expression of trophoblast markers including: *Gcm1* (Anson-Cartwright et al., 2000), members of the *Igf* signaling pathway (Reik et al., 2003), many placental *cytokeratins* (Gauster et al., 2013), *Wnt7b* (Parr et al., 2001)*, Stra13* (Hughes et al., 2004)*, PTN* (Schulte et al., 1996), and *Gjb3* (Koch et al., 2012). *Cathepsins* (Mason, 2008) and *Serpins* (Kaiserman et al., 2002) a class of proteases and protease inhibitors respectively, which are important for mediating maternal fetal interactions were also present (Hannibal and Baker, 2016). We also found markers of the maternal decidua such as *Cebpb* (Lynch et al., 2011) and *Vim* (Can et al., 1995). Additionally, the tammar and mouse placentas share the expression *of Cdx2*, a transcription factor that is essential for early trophoblast development (Strumpf et al., 2005; Frankenberg et al., 2013), while the tammar and human placentas share expression of *Nodal*, a secreted factor important for trophoblast differentiation (Ma et al., 2001). These findings are consistent with the idea that a core set of genes is essential for placental function and development across all therian mammals and that, regardless of morphological differences, both marsupial and eutherian placentas share expression of key placental transcripts.

Eutherian and marsupial placentas have key differences in their cellular composition: the eutherian placenta is derived from both fetal trophoblast and maternal decidua cells, and the marsupial placenta is derived solely from fetal trophoblast and yolk sac endoderm cells. Given our observation that the tammar placenta expresses genes that function in eutherian placentation, we next examined where these proteins are expressed at the cellular level. To this end, we performed immunofluorescence using antibodies against the trophoblast markers - CDX2, GCM1, and Pan-Cytokeratins and the maternal decidual markers - CEBPB and Vimentin - on day 24 tammar BOM (Figure 3) and TOM (Figure 3—figure supplement 1) tissues. We find that CDX2, CEBPB and Vimentin are expressed in both the endodermal and trophoblast layers, with CDX2 and CEPBP being nuclear and Vimentin cytoplasmic. This is particularly intriguing as CEBPB (Lynch et al., 2011) and Vimentin (Can et al., 1995) are known markers of maternal decidua in eutherians and have limited expression in the eutherian trophoblast. Additionally, we find that the known eutherian markers for trophoblasts, Pan-Cytokeratins (Gauster et al., 2013) and GCM1(Anson-Cartwright et al., 2000) are strongly expressed only in the endodermal layer, and are not expressed in the trophoblast layer. Overall, protein localization in tammar reveals substantial findings including the expression of maternal decidual markers throughout the yolk sac placenta and fetal trophoblast markers expressed exclusively within the endoderm. Taken together, these data suggest that the choriovitelline placenta in tammar has accomplished coordination of critical placental functions and may even include functions that are supplied maternally in eutherians.

**Figure 3.**
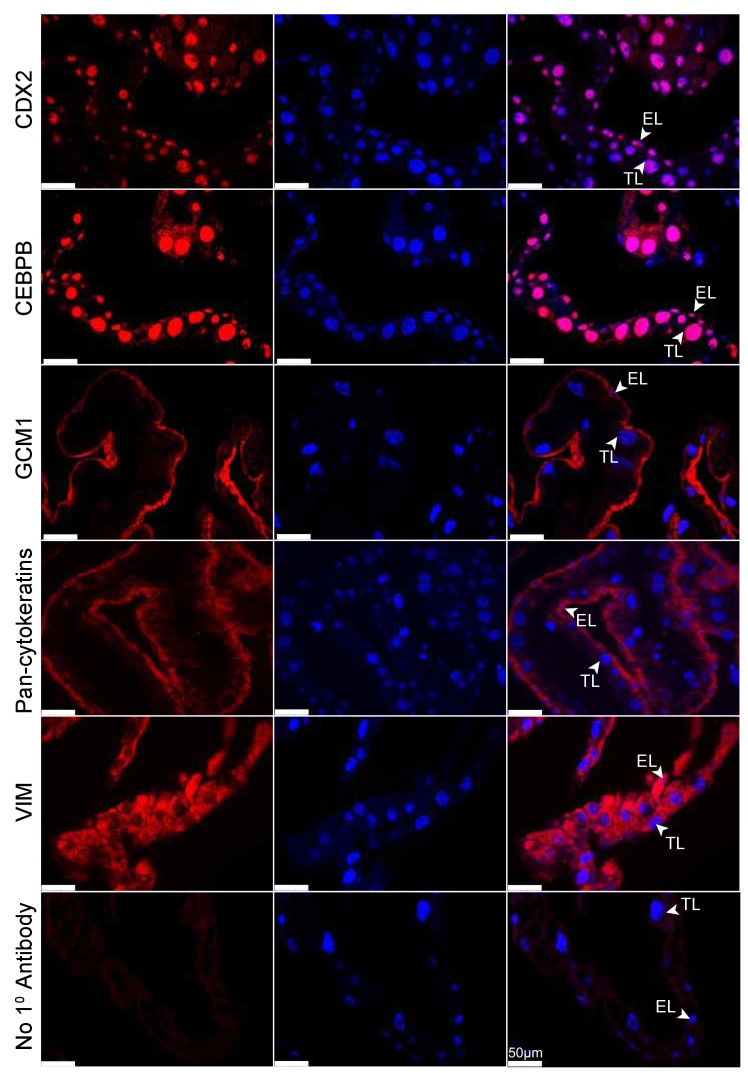
Tammar placenta expresses eutherian placental markers. Immunofluorescence of the eutherian placental markers: CDX2, CEBPB, GCM1, Pan- cytokeratins, and Vimentin, in day 24 tammar placenta. The left column shows protein expression. The middle is DAPI stain depicting the nucleus for the same section. The right column is the merge. No 1° Antibody is a negative control (bottom row). Scale bars are 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.27450.006

**Figure 3—figure supplement 1.**
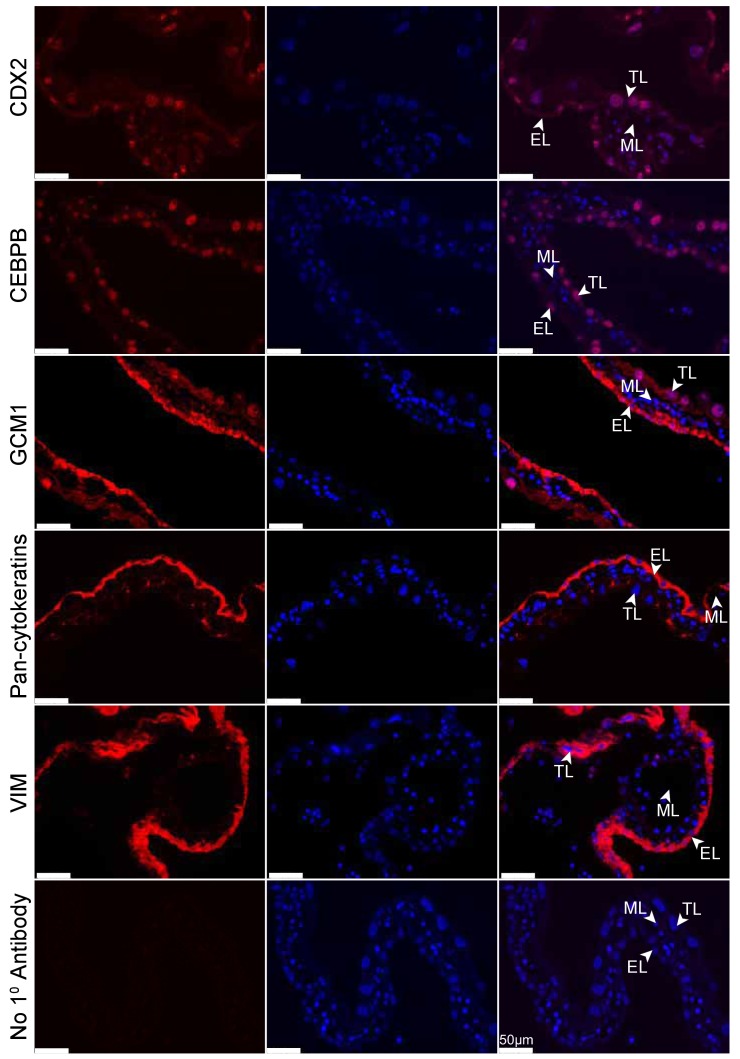
Tammar placenta expresses eutherian placental markers. (TOM) Immunofluorescence of key placenta development genes in day 24 wallaby TOM placenta tissue. The first column of panels depicts the expression of each gene, the second column of panels depicts a DAPI nuclear stain, and the third column of panels depicts a merge of both images. Genes depicted from top to bottom include: CDX2, CEBPB, GCM1, Pan-cytokeratins, Vimentin, and a negative control where no primary antibody was applied (Scale bars are 50 μm). **DOI:** http://dx.doi.org/10.7554/eLife.27450.007

### Tammar placenta expresses early eutherian molecular program

We next examined whether the similarity between tammar and eutherian placentation exist during both the early and late stages of placentation. While we demonstrate that the tammar placental transcriptome shares molecular similarities to the term eutherian placenta, the mouse and human placenta are molecularly distinct between the first half and second half of pregnancy, with the early stages primarily involved in cell cycle and metabolism and the later stages focused on reproduction (Knox and Baker, 2008; Winn et al., 2007). Therefore we tested whether the tammar placenta might share greater similarity with a specific stage of eutherian placentation. To this end, we compared the transcriptome of all sequenced tammar time points with gene expression in the mouse placenta throughout gestation (e8.0-term) (GSE11220), and to the transcriptome of the adult mouse heart (ENCFF204IFN). We identified the transcripts expressed in both the tammar and mouse, ranked the expression of each transcript at each time point from highest to lowest, and compared the time points using a series of pairwise Spearman correlation tests. The highest coefficients reveal that the transcriptome of the tammar placenta, regardless of gestational age, is more similar to that of an e10.5 mouse placenta than any other time point (Figure 4A). Additionally, we find that the lowest coefficients exist between the day 21 and 23 tammar placenta and the later stages of mouse development (e17.0, e19.0, and birth) (Figure 4A). Finally, we find that the mouse placenta has higher correlations at all time points with the tammar placenta than it does with the mouse heart (Figure 4—figure supplement 1). This suggests we are detecting a true conservation of placenta-specific transcription and not just species-specific transcription. While the Spearman coefficients are higher between the mouse e10.5 and tammar transcriptomes than in any other pairwise comparison, this difference is minimal and therefore we next sought to refine the analysis by comparing only placenta-specific transcripts, removing housekeeping and other transcripts that may contribute to noise. In a previous study, we identified 410 transcripts are unique to the mouse placenta (Knox and Baker, 2008). During gestation 340 of these transcripts are expressed prior to e12.5 and 70 are expressed after e12.5 of mouse gestation, demarcating an early and late placental signature (Knox and Baker, 2008). We found 100 tammar orthologs of these 410 mouse placental transcripts expressed in our datasets at 21, 23 and 25 days gestation. Of these 100, 90 are expressed only in the early mouse placenta (prior to 12.5) and 10 are expressed only in the late mouse placenta (after 12.5) (Figure 4B). When comparing the early transcripts (90/340) to the late placental transcripts (10/70), we find a significant enrichment of early transcripts (p<0.05 by chi-square test). Overall, this more targeted analysis supports the idea that tammar placentation functionally resembles the earlier phases of mouse placentation.

**Figure 4.**
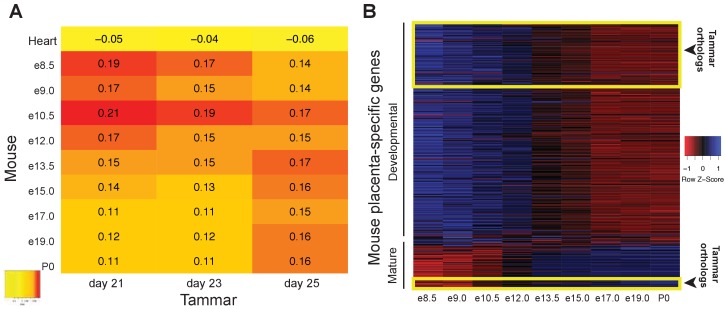
The tammar placenta is more similar to the midgestation mouse placenta. (**A**) Comparison of mouse and tammar placental transcriptomes at different gestational ages using Spearman correlations (see values throughout graph). Red indicates the greatest level of transcriptional similarity while yellow indicates the weakest transcriptional similarity. The mouse heart transcriptome used as a control (top). (**B**) Heat map depicting the expression of 410 transcripts that are specific for the mouse placenta of which 340 are expressed before and 70 are expressed after midgestation (e12.5). The tammar placenta expresses orthologs of 100 of these transcripts, which are highlighted in the yellow boxes on the heat map. 90 are classified as developmental, or expressed early in mouse, and 10 are classified as mature, or expressed late in mouse. Blue indicates high expression and red low expression (see Z-score on right). **DOI:** http://dx.doi.org/10.7554/eLife.27450.008

**Figure 4—figure supplement 1.**
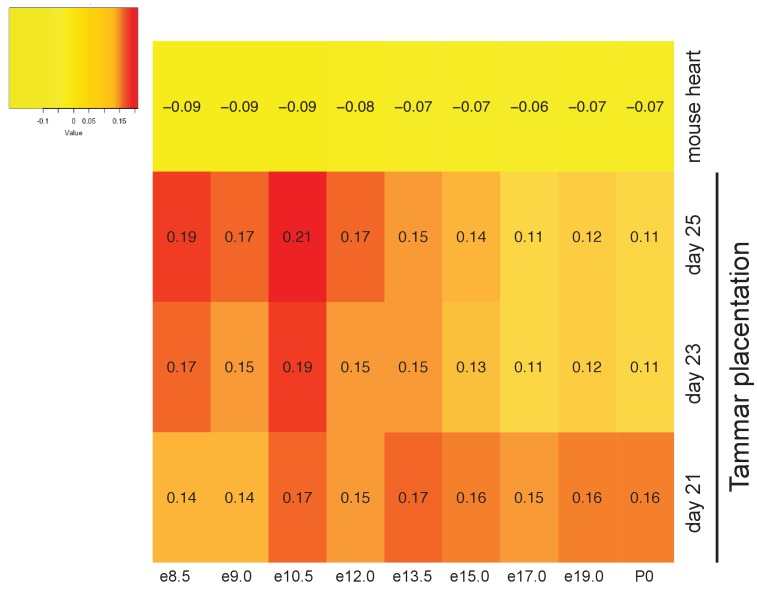
Tammar placenta exhbits conservation of placenta-specific gene expression. Heat map depicting a comparison of the mouse placental transcriptomes against tammar and adult mouse heart transcriptome to detect conservation organ-specific transcription. Red indicates the greatest level of transcriptional similarity while yellow indicates the weakest transcriptional similarity. **DOI:** http://dx.doi.org/10.7554/eLife.27450.009

### Tammar mammary gland and eutherian placenta share molecular functions

The evolution of complex lactation in marsupials represents an independent strategy that has been proposed to mirror aspects of eutherian placentation (Renfree, 1983, 2010). Previously, it was demonstrated that *Igf2* was imprinted in the tammar mammary gland (Stringer et al., 2012, 2014), a phenomenon previously determined to be essential for proper growth and development of the eutherian placenta (Reik et al., 2003). This suggests that the tammar mammary gland may indeed express similar transcripts as the placenta. To identify any conservation of function between organ systems, we first performed transcriptome sequencing using 3SEQ on tammar mammary glands during early lactation periods (days 36, 60, and 95). 

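Mammary glands at days 36, 60 and 95 of lactation gave 1 library each, so no day has a replicate. Their totals were 1158977 counts at day 36, 1182616 at day 60 and 1217429 at day 95, below the total of every placental library. The tissue was fixed in paraformaldehyde, digested with protease and extracted with a kit for fixed samples, and the libraries were size-selected on another gel, amplified for more PCR cycles and read on another instrument than the frozen placental samples, so organ and preparation vary together. The authors summed and deposited the mammary counts in 1 table with the placental ones. Counts were spread far more evenly over transcripts than in placenta: the top 100 transcripts held 30.7% of counts at day 36, 8.14% at day 60 and 8.38% at day 95. The library scaling factors of TMM were 2.21, 4.36 and 3.88 for the 3 days and at most 0.961 in placenta. The 3 libraries were tested as 1 group against the 10 placental ones with edgeR, which compares these libraries.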

We next compared the mammary gland transcriptomes with the transcriptomes of tammar placenta, tammar liver, tammar testis, mouse placenta, mouse liver, mouse testis, and mouse mammary gland. After ranking the expression of shared transcripts and calculating pairwise Spearman correlations, several findings stand out. 

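Mammary gland libraries were closer in their ranking of transcripts to each other than to any placental library. Days 60 and 95 were the closest pair, with a Spearman correlation of 0.943 across transcripts, and day 36 stood at 0.782 to 0.784 from them. Against the 10 placental libraries, the median correlation was -0.168 for day 36, -0.429 for day 60 and -0.426 for day 95. All 30 pairs of a placental and a mammary library were below 0, from -0.451 to -0.102. The table holds no transcript unexpressed in both organs by the 1% rule, which by itself lowers these values. Transcripts are not independent replicates, so no p-value is given.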

First, we find that the tammar and mouse placenta share the highest correlation of any cross-species organ pair (Figure 5—figure supplement 1), confirming the high degree of molecular similarity between the eutherian and tammar placenta that we found using immunofluorescence (Figure 3). Second, although less so than the placenta, the tammar mammary gland shows the highest correlation with the mouse mammary gland when compared to any other mouse tissue, highlighting some functional conservation in this organ. Among those genes with conserved expression in mammary glands, we found *Gata3* (Chiu and Chen, 2016) and *Msh2* (Tanaka et al., 1997), transcription factors known to be essential for placentation in mice. Immunofluorescence in tammar mammary gland at day 60 of lactation finds GATA3 in the alveoli (Figure 5B). This pattern of expression is reminiscent of GATA3 expression in the mouse mammary gland (Tlsty, 2007), suggesting an ancestral role of GATA3 in mediating lactation. Finally, the placentas of both tammar and mouse show the lowest within species correlation with mammary gland which suggests widely divergent roles for each organ in supporting reproductive physiology.

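Placental and mammary gland libraries differed in the level of most transcripts. The 2 leading TOM transcripts, ENSMEUT00000000693 and ENSMEUT00000005440, averaged 113837 ± 108466 CPM and 51885 ± 66501 CPM (SD, n = 10) in placenta and had 0 counts in all 3 mammary libraries. Against a floor of 3 counts over the mammary group, or 0.843 CPM, they were at least 135050-fold and 61553-fold lower there without TMM scaling, which gives the lower bounds of the 2 scalings. In the other direction, ENSMEUT00000000636 averaged 1900 ± 3181 CPM (SD, n = 3) in mammary gland and 0.0205 ± 0.0649 CPM (SD, n = 10) in placenta, with at least 63.2 CPM in each mammary library and a mean of 63.8 CPM without day 36 (log2 fold change 14.06, standard error 1.40, adjusted p = 1.44e-07 from edgeR). ENSMEUT00000008749 averaged 1605 ± 2773 CPM in mammary gland and had 0 counts in all 10 placental libraries, at least 11305-fold lower after TMM scaling (adjusted p = 0.00107 from edgeR). Day 36 carries that mean: without it the mean is 4.14 CPM and the bound 16.1-fold. These 4 IDs, too, have the largest fold changes and were singled out after values were seen. Of 10883 transcripts tested, 5798 were higher in mammary gland (63.9% of the calls) and 3278 lower. Scaled by library totals alone, 6775 were higher (74.4% of the calls) and 2330 lower. Mean levels in the organs had a Spearman correlation of -0.303 across the 10965 transcripts, each of which was expressed in at least 1 of the organs. The lack of transcripts unexpressed in both organs by itself lowers this correlation, and how far was not tested. Among the 3554 transcripts with at least 10 CPM in placenta the correlation was 0.134, and among the 8452 with at least 10 CPM in mammary gland 0.00388. From the low correlation of placenta with mammary gland in both species, the paper proposes widely divergent roles for the organs.

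**Figure D3:**
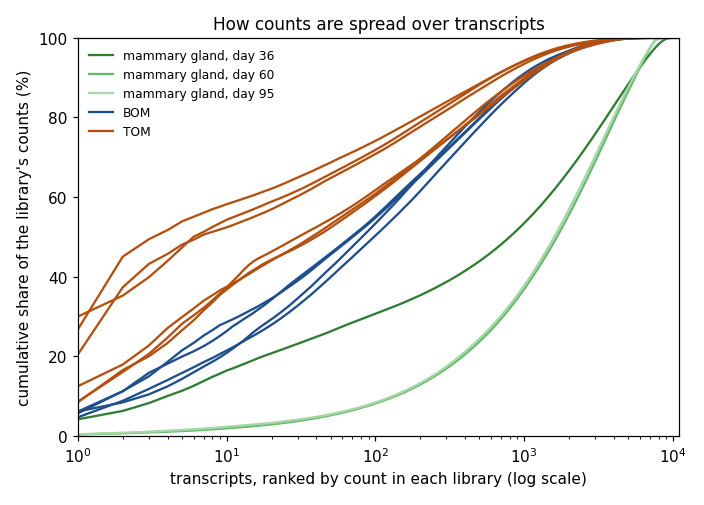
Cumulative share of a library's counts (%, vertical axis) against transcripts ranked by count in that library (horizontal axis, log scale), 1 line per library. TOM lines start highest, and the mammary lines of days 60 and 95 reach only 8.14% and 8.38% at the top 100 transcripts.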

**Figure 5.**
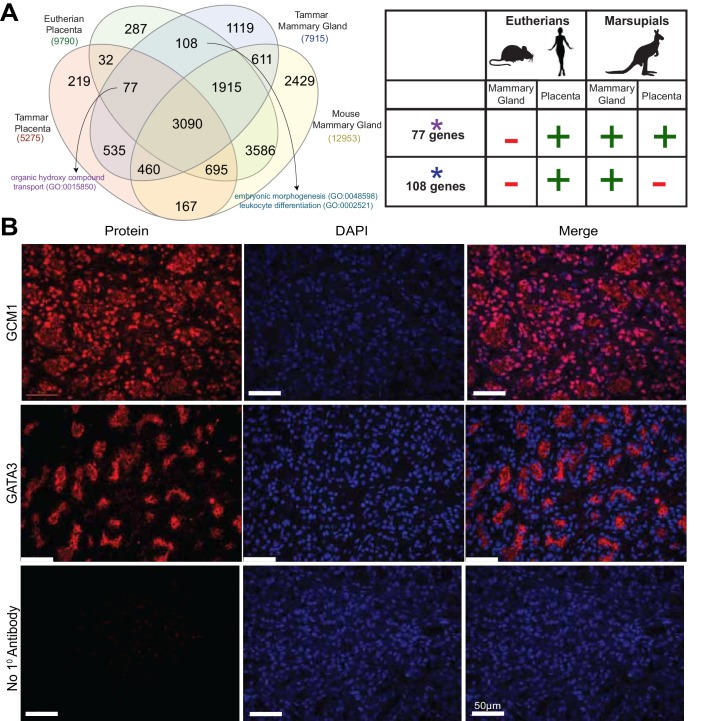
Shuffling of reproduction genes between lactation and placentation. (**A**) Venn-diagram (Left) comparing the genes expressed in the lactating tammar and mouse mammary glands with the tammar and eutherian placenta. Key ontology of genes in overlapping categories is highlighted. Genes listed for each category in Supplementary file 3. The table (Right) depicts key categories of genes from the venn-diagram and whether or not they are expressed in the placenta and mammary gland tissues of the tammar and eutherians. If the gene class is present in the tissue of a given lineage it is given a green ‘+”, if it is absent it is given a red “-“. (**B**) Immunofluorescence of GCM1 and GATA3. The first column depicts the expression of each protein, the second column is DAPI stain for nuclear DNA, and the third column is a merge of both images. The final row contains a negative control where no primary antibody was applied (Scale bars are 50 μm). **DOI:** http://dx.doi.org/10.7554/eLife.27450.010

**Figure 5—figure supplement 1.**
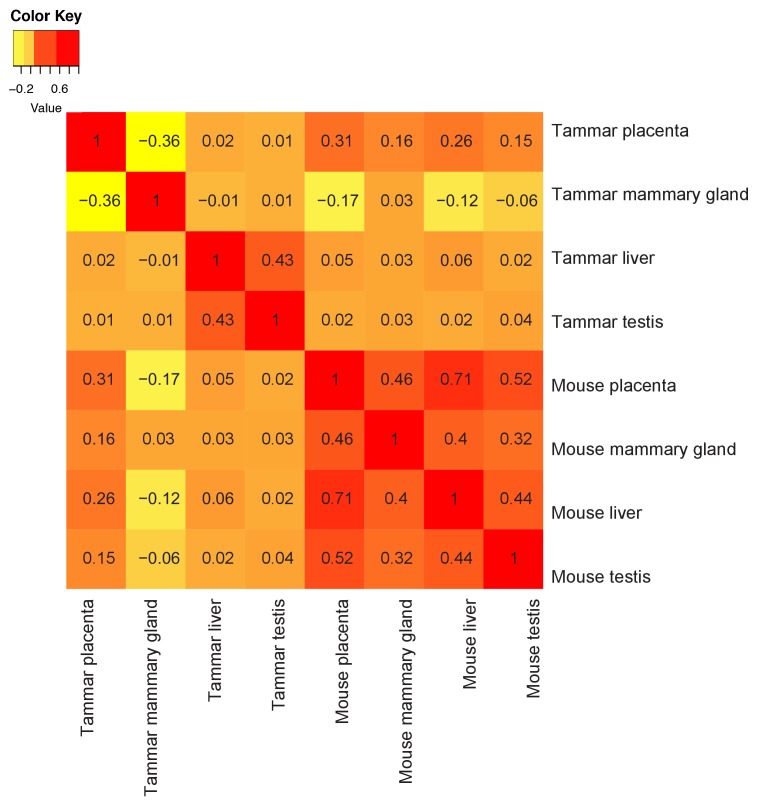
Tammar placenta and mammary gland have exceptionally distinct molecular functions. Comparison of tammar and mouse organ transcriptomes including: placenta, mammary gland, liver and testis using Spearman correlations (see values throughout graph). Red indicates the greatest level of transcriptional similarity while yellow indicates the weakest transcriptional similarity. **DOI:** http://dx.doi.org/10.7554/eLife.27450.011

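By the 1% rule, placenta and mammary gland shared 4708 expressed transcripts. Another 4890 were expressed in mammary gland only and 1367 in placenta only. The mammary-only transcripts took 56.3% ± 13.1 (SD, n = 3) of mammary counts and 0.0338% ± 0.0220 (SD, n = 10) of placental counts. The placenta-only transcripts took 25.0% ± 16.1 (SD, n = 10) of placental counts and 0.0226% ± 0.0164 (SD, n = 3) of mammary counts. Both small shares follow from the definition, a mean under 0.912 CPM in the other organ. ENSMEUT00000000693 and ENSMEUT00000005440, both placenta-only, held on average 11.4% and 5.19% of placental counts. Organ and preparation vary together here too. In all, 9598 transcripts counted as expressed in mammary gland. Over the shared ones the Spearman correlation of mean levels was -0.179. With day 36 left out, 8777 counted as expressed in mammary gland.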

Although the transcriptional repertoire is globally distinct between placenta and mammary gland in both tammar and mouse we next examined whether there were genes expressed in both organs that might reflect any shared functions. First, we tested whether placental transcripts could be found specifically in the tammar mammary gland, suggesting a role in supporting tammar fetal morphogenesis. To this end, we identified transcripts present in eutherian placenta (Supplementary file 1), tammar placenta, tammar mammary gland, but not in the mouse mammary gland (GSE60450), finding 77 genes expressed. As we could find genes simply by chance that meet these criteria, we also compared placental transcripts to other organ systems in a similar fashion, including tammar liver, mouse liver, tammar testis, and mouse testis. While we find gene expression shared in all categories, including 76 genes shared between tammar placenta, eutherian placenta, tammar liver, but not mouse liver, and 589 genes shared between tammar placenta, eutherian placenta, tammar testis, but not mouse testis, we only find significant functional associations when comparing placenta to mammary gland. The 77 genes shared between the tammar placenta, eutherian placenta, and tammar mammary gland (Figure 5A), are associated with nutrient transport (GO analysis; p-adj = 0.0163, see Supplementary file 3) and include the placental transcription factor *Gcm1*, which is necessary for eutherian placentation (Anson-Cartwright et al., 2000). 

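The 77 include blood, plasma and transport genes, and membership in these groups was not tested for enrichment. Members of the red cell list fixed before the counts were examined are ERMAP, GATA1, HEMGN, NFE2 and SLC4A1 (5 genes), and those of the blood leukocyte list are AIF1, FCER1G and LAPTM5 (3 genes). Visceral endoderm and plasma protein genes give 5, APOM, FGA, ITIH2, RBP4 and SERPINC1, and solute carriers 5, SLC25A34, SLC26A1, SLC3A1, SLC4A1 and SLC5A11. GCM1 is the single trophoblast gene, with a count of 1, and is on none of the study's lists of BOM, TOM, early and late genes. The TOM list holds 16 of the 77, among them GATA1, RBP4 and STAB2, and the BOM list 2, HSD11B2 and IGDCC3. In the placental comparison of stages, 14 of the 77 are on the early list and 6 on the late list. Of the 5 genes behind the study's transport term, APOM, CPT1B, P2RX1 and RBP4 (4 genes) are on the TOM list. All 4 placental lists come from the placental libraries that also define expression in placenta, so the overlaps are not independent evidence.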

Localization of GCM1 by immunofluorescence demonstrates strong nuclear staining throughout the tammar mammary gland at day 60 of lactation. Additionally, we find high expression of GCM1 in the alveoli (Figure 5B), the site of milk ejection in the tammar mammary gland (Findlay, 1982). This expression suggests a novel function of GCM1 in supporting multi-stage lactation in marsupials. Therefore, we suggest that these 77 transcripts, including *Gcm1*, represent genes that have been convergently co-opted by the marsupial mammary gland to expand its potential for fetal support or lost in the eutherian mammary gland where the placenta provides all the required support for fetal development.

We next tested whether there were transcripts shared only between eutherian placentas and the tammar mammary gland suggesting conservation of genes used for late fetal development in two different reproductive organs. To this end, we identified 108 transcripts that were expressed in the eutherian placenta and the tammar mammary gland, but not in the tammar placenta and mouse mammary gland (Figure 5A). 

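Leukocyte, growth factor and transport genes are among the 108. The late list holds 3 of the 108, MFAP5, RUNDC3B and TBX4, and the BOM, TOM and early lists 0, a small overlap that follows from the definition of the 108 as not expressed in the tammar placenta. Fixed groups with 2 or more members among the 108 are blood leukocytes (CSF1R, the receptor of macrophage growth factor, and PTPRC, the pan-leukocyte marker CD45, 2 genes), insulin-like growth factor genes (IGFBP1 and PAPPA2, 2 genes), solute carriers (SLC13A4, SLC14A1, SLC27A2 and SLC2A5, 4 genes) and visceral endoderm genes (CUBN and FABP2, 2 genes). Groups with 1 are mesoderm and mesenchyme (MEIS2), endocytosis and the lysosome (CUBN), decidua (IGFBP1), placental endocrine genes (HPGD) and skeletal muscle (TNNT3). Across the whole table, 1523 transcripts had 0 counts in every placental library, and these took 7.74% of the counts at day 36 of lactation, 12.4% at day 60 and 11.9% at day 95. Their levels are not tied to the 108 names here.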

As we could find genes simply by chance that meet these criteria, we again compared placental transcripts to the other organ systems used in our previous analysis. While we find gene expression shared in all categories, including 168 genes shared between eutherian placenta and tammar liver, but not tammar placenta and mouse liver, and 589 genes shared between eutherian placenta and tammar testis, but not tammar placenta and mouse testis. GO analysis of these 108 genes did not unveil significant ontology, but trended toward processes critical for reproductive success including: embryonic morphogenesis and immune function (p-adj = 0.163, 0.146, see Supplementary file 3). Among the genes associated with these two GO terms we find *Dkk1* and *Csf1r*, transcripts with documented roles in placentation (Pollheimer et al., 2006; Sasmono et al., 2003). Here we also find the expression of *Igfbp1*, a molecule important for regulating insulin growth factor function, a process previously demonstrated to be important in both therian placentation (Reik et al., 2003) and marsupial lactation (Stringer et al., 2012). Conversely, the liver and testis analysis does not reveal any significant GO enrichment associated with placentation. Together, these data provide molecular evidence that the tammar mammary gland performs some similar functions to the late eutherian placenta to support continued fetal development in the pouch.

## Discussion

### The tammar placenta shares conserved function with the eutherian placenta

The yolk sac structure of the tammar placenta has led to the idea that it does not function like the eutherian placenta and marsupials are therefore often misleadingly termed ‘non-placental’. However, we find that the tammar yolk sac placenta expresses many key markers of eutherian placental cell types, including those of maternal decidua. This suggests that the tammar yolk sac placenta perform functions that the eutherian placenta has compartmentalized into more complex cellular domains. Additionally we find that global gene expression undergoes dynamic shifts from day 21 and 23 to day 25, during tammar gestation, a window critical for placental growth and proliferation. This same type of dynamic change in placental gene expression has also been documented in the mouse (Knox and Baker, 2008) and human (Winn et al., 2007) suggesting rapidly changing gene expression patterns may be conserved between therian placentas. The presence and expression of core placental genes and the dynamic gene expression in the tammar placenta suggests that many molecular functions of the placenta may be conserved in the therian mammal stem species, as suggested previously (Freyer et al., 2002, 2007). Furthermore, this strongly suggests that the use of the placenta to distinguish eutherians from marsupials is incorrect.

### Functional convergence of the placenta and mammary gland in the evolution of therian mammals

We suggest that reproductive genes have been shared between the placenta and the mammary gland throughout evolution to establish diverse lactation and placentation strategies to nourish mammalian young. We show that these shifting events have occurred both to facilitate the multi-stage lactation of marsupials and to allow for the formation of placentas of diverse cell and tissue types that allow for longer pregnancy in eutherians. The genes shared between these tissues are enriched for processes involved in nutrition, immune function and embryonic morphogenesis suggesting a functional convergence between placentation and lactation. Our finding that the mammary gland of the tammar shares the expression of transcripts, including *Gcm1* (Anson-Cartwright et al., 2000) and *Gata3* (Chiu and Chen, 2016), that promote placental functions in eutherians suggests marsupial lactation is an alternate strategy that parallels eutherian placentation. Taken together these data support the idea that reproductive genes that allow efficient exchange between mother and offspring have been respectively co-opted in placentation and lactation to facilitate proper offspring growth and development.

### Molecules provide novel insights into marsupial placentation

While anatomical work has described the tammar placenta, our data provides a molecular complement. We first confirm (Renfree, 1973b) that BOM and TOM are discrete placental structures with independent functions. Many of the genes up-regulated in BOM fall into ontologies that are associated with nutrient uptake and metabolism. This is consistent with the hypothesis that BOM, with its large trophoblast layer, has a high cytoplasm-to-nucleus ratio allowing for greater uptake and subsequent metabolism of nutrients from uterine secretions (Renfree, 1973b; Renfree and Renfree, 1973a; Renfree and Tyndale-Biscoe, 1973; Freyer et al., 2002). Many of the genes up-regulated in TOM fall into ontologies that are associated with respiration. This is consistent with the idea that TOM, having vasculature and a thin trophoblast layer, allows for rapid transport of oxygen thus acting as the primary site of embryonic respiration (Renfree, 1973b; Renfree and Renfree, 1973a; Renfree and Tyndale-Biscoe, 1973; Freyer et al., 2002). This is especially intriguing because the thinning of the trophoblast layer in TOM is reminiscent of the convergent thinning of the maternal-fetal interhemal distance in eutherian placentation (Enders and Carter, 2004), suggesting an additional layer of morphological convergence.

In addition, our work provides strong molecular support for the earlier suggestions that the endoderm and trophoblast layers of the tammar placenta have each adopted separate and critical placental functions. Based on expression of both GCM1 and Pan-cytokeratins, we suggest that the endodermal layer plays a key role in tammar placenta function. These genes mark critical components of the trophoblast (or fetal) component of a wide variety of eutherian placentas (Enders et al., 2006). GCM1 specifically marks the placental labyrinth (Anson-Cartwright et al., 2000), the site of nutrient uptake from maternal blood (Cross, 2006), suggesting that the endodermal layer is serving as a center of nutrient trafficking in the tammar placenta, a function thought to be held by the trophoblast layer. Because there is no decidualization in the tammar, it also is surprising to find CEBPB and Vimentin in the tammar trophoblast layer, as these are known decidua (or maternal) markers in eutherians. Additionally, CEBPB is a direct regulator of decidualization in eutherians (Wagner et al., 2014). Further comparative studies will need to be performed to determine whether the tammar trophoblast layer gained maternal placenta function or whether eutherians expanded fetal placenta function to include the decidua. Overall, the layer-specific expression of these proteins suggests that the endodermal and trophoblast layers of the tammar placenta play similar roles to the eutherian trophoblast and decidua tissues, respectively.

### Conclusion

Our findings indicate that, despite its anatomical simplicity, the tammar placenta expresses a dynamic molecular program that is highly reminiscent of the eutherian placenta. Additionally we provide evidence that genes underlying important organismal functions may move freely between different cell and tissue types throughout the course of morphological evolution. This is highlighted in both the sub-functionalization of the tammar placenta to express the genes of both the maternal and fetal placenta tissues of eutherians in distinct cell layers and by the convergent co-option of key reproductive transcripts for use in placentation and lactation throughout mammalian evolution. Overall, our study highlights the molecular conservation in mammalian placentation despite the enormous morphological variation and provides some of the first molecular data on how the marsupial lineage fits into this framework.

## Materials and methods

### Samples

Pouch young were removed (RPY) from adult female tammars to reactivate their diapausing blastocysts. Pregnant females were euthanized during the last third of gestation to collect placental tissues from days 21, 23, 24, and 25 RPY. Mammary gland tissue was collected from females carrying pouch young at days 36, 60, and 95 post partum, during phase 2A of lactation (Green and Merchant, 1988).

### 3’ RNA-seq (3SEQ)

3SEQ captures only the sequence of the 3’ end of transcripts, yielding a single read per transcript, allowing for quantification of expression while using fewer total reads (Finn et al., 2014). For placenta tissue, one sample of day 21 bilaminar omphalopleure (avascular yolk sac) (BOM), day 21 trilaminar omphalopleure (vascular yolk sac)(TOM), day 23 BOM, day 23 TOM, two samples of day 25 BOM, and four samples of day 25 TOM liquid nitrogen frozen tissues were prepared for sequencing. mRNA was isolated using Dynabeads Oligo (dT)_25_. 3SEQ libraries were prepared from this mRNA as previously described (Chuong et al., 2013). In brief, the samples were given a short heat-shearing treatment immediately followed by cDNA synthesis. The resulting cDNA was repaired using 3’A-tailing and ligated to linkers containing unique Illumina barcodes for sequencing. An E-gel SizeSelect agarose gel was used for size selection and the samples were then PCR amplified for 15 cycles and purified using AMPure XP beads. Quality of the libraries was assed using both Qubit and Bioanlyzer technology, which were then sequenced on the Genome Analyzer IIx.

For mammary glands, a single sample from each of day 36, 60, and 95 paraformaldehyde fixed tissues were prepared for sequencing. 3SEQ proved especially useful in this experiment because it is known to be more effective than traditional RNA-seq when used on fixed or archived tissue samples (Beck et al., 2010). Fixed samples were initially subjected to a brief protease digestion to remove protein to nucleic acid cross-linking. Total RNA was then extracted using the ambion RecoverAll Total Nucleic Acid Isolation kit and mRNA was subsequently isolated using Dynabeads Oligo (dT)_25_. 3SEQ libraries were prepared from this mRNA as previously described (Chuong et al., 2013). In brief, the samples were given a short heat-shearing treatment immediately followed by cDNA synthesis. The resulting cDNA was repaired using 3’A-tailing and ligated to linkers containing unique Illumina barcodes for sequencing. A 3% NuSieve GTG agarose gel was used for size selection and the samples were then PCR amplified for 17 cycles and purified using AMPure XP beads. Quality of the libraries was assed using both Qubit and Bioanlyzer technology, which were then sequenced on the Illumina NextSeq.

The resulting sequences were aligned to the tammar wallaby genome (m.eug_v1.0) (Renfree et al., 2011) using STAR (Dobin et al., 2013) (version 2.5.1b, RRID:SCR_005622). Raw counts were assigned to significantly transcribed regions using UniPeak (Foley and Sidow, 2013) v1.0. Regions were then associated with the nearest gene using HOMER (Heinz et al., 2010) (version 4.7, RRID:SCR_010881). Multiple regions mapping to the same gene were combined to give a final read count for each gene. The resulting data was then normalized across samples and tissue types using the bioconductor package DESeq2 (Love et al., 2014) in R (RRID:SCR_000154). The data files processed in this study were deposited at the Gene Expression Omnibus (GEO) accession number GSE90838.

### Differential expression analysis

Differentially expressed transcripts were identified using two pairwise comparisons. First we compared placental tissue types (BOM vs. TOM) and then we compared gestational time points: time during TOM expansion (day 21 and 23, termed ‘early’) vs. time after TOM expansion (day 25, termed ‘late’). While some samples had a single replicate sequenced our strategy of grouping the resulting data by both time and tissue type allowed us to achieve significant statistical power. Differential expression was determined using the DEseq2 bioconductor package in R with any transcripts significantly up or downregulated (Benjamini-adjusted p<0.05) being included in subsequent analyses. The Ensembl transcript names were used to obtain associated gene names from Ensembl biomart. The resulting gene lists for each comparison were entered into Enrichr (Kuleshov et al., 2016) for gene ontology (GO) analysis to assess any relevant differences in biological function picked up by our comparisons.

### Comparative genomics analysis

To compare our newly assembled tammar placenta and mammary gland transcriptomes to those of eutherian mammals we used several publically available gene expression datasets. RNA-seq based transcriptome data for the term mouse placenta was obtained from ENCODE (ENCSR000BZP). RNA-seq based transcriptome data for the human term placenta was obtained from the gene expression omnibus (GEO) (GSE56524) (Metsalu et al., 2014). RNA-seq based transcriptome data for mouse lactating luminal and basal cells of the mammary gland was obtained from GEO (GSE60450) (Zhou et al., 2014). Read count tables were obtained for all of these data sets and the average number of reads per transcript was taken, after this those transcripts that were below 1% of the mean were excluded and dubbed not expressed. For the mouse lactating mammary gland transcriptomes the basal and luminal cells were combined to get the best representation of total mammary gland function. The remaining genes were dubbed expressed and used to compare against the tammar transcriptomes. Resulting gene lists for meaningful comparisons were entered into Enrichr (Kuleshov et al., 2016) for gene ontology (GO) analysis to assess any relevant differences in biological function picked up by our comparative transcriptomics.

To compare gene expression throughout placental development we compared our tammar placenta transcriptome time course to microarray based transcriptome data documenting gene expression in the developing mouse placenta from GEO (GSE11220) (Knox and Baker, 2008). Additionally, we compared our data to ENCODE adult mouse heart transcriptome data (ENCFF204IFN) to be sure we were detecting conservation of organ-specific expression and not just species-specific expression. To make these data sets comparable we reduced the data to include only those genes expressed in the developing tammar and mouse placentas and the adult mouse heart. From here we ranked the expression of these genes in each time point of each species from highest to lowest and performed a series of pairwise Spearman correlations to assess the degree of similarity between each. The resulting Spearman correlation coefficients comparing tammar and mouse were then used to assess where the greatest transcriptional similarities exist. To compare the transcriptional similarity of the mammary glands and placenta we used the same approach. We compared our tammar placenta and mammary gland transcriptomes to RNA-seq based transcriptomes from GEO for the tammar liver, testis (GSE50747), and mouse mammary gland (GSE60450) and Encode data for the mouse placenta (ENCSR000BZP), liver (ENCSR216KLZ, ENCSR000BYS), and testis (ENCSR266ESZ, ENCSR000BYW). Liver and testis tissues were included to ensure that any relationship detected between the placenta and mammary gland are unique and not a relationship that occurs when comparing any two organs.

### Immunofluorescence

Samples for immunofluorescence (IF) were fixed overnight at 4°C in a 4% paraformaldehyde solution. They were then processed while rocking at room temperature through five 10 min washes in PBS, one 1 hr wash in 70% ethanol, one 1 hr wash in 85% ethanol, one 1 hr wash in 90% ethanol, one 1 hr wash in 95% ethanol, three 20 min washes in 100% ethanol, and three 10 min washes in xylenes. Samples were then placed at 65°C in paraffin for 1 hr, the paraffin was then replaced and left overnight, and the tissues were embedded in paraffin and put into blocks the following day. Sections were then taken from these blocks on a Leica RM 2155 at a thickness of 5 μm and mounted on glass slides and left to dry overnight at 37°C.

Slides for immunofluorescence were processed as follows: two 10 min washes in xylenes, two 10 min washes in 100% ethanol, two 10 min washes in 95% ethanol, two 10 min washes in 80% ethanol, two 10 min washes in 70% ethanol, one 10 min wash in 50% ethanol, and two 10 min washes in deionized water. The protocol for GCM1 on mammary gland tissue included antigen retrieval in sodium citrate buffer (pH 6.0) for 13 min in a pressure cooker. All slides were then blocked in PBS with either 5% normal goat serum, 1% bovine serum albumin, and 0.01% triton-X or 5% normal rabbit serum and 0.01% triton-X at room temperature for 1 hr. Primary antibodies were then added to the same blocking serums and applied to the slides overnight at 4°C. Slides were then washed three times in PBS containing 0.1% Tween 20 for 10 min. After this, biotin conjugated secondary antibodies were added to the previous blocking solutions and applied to the slides for 1 hr at room temperature. Slides were washed for 10 min three times in PBS-Tween after which, Vectastain ABC reagent was applied to the slides for 30 min at room temperature. Slides were then washed for 10 min three times in PBS-Tween after which, Perkin Elmer Tyramide signal amplification, Cyanine-3 reagent was applied to the slides for 6 min at room temperature. Slides were then washed for 10 min three times in PBS-Tween and are then mounted using ProLong gold antifade mountant with Dapi. Slides were visualized using a Leica DMRX A2 upright light microscope and photographs were captured using LAS (Leica Application Suite) software package v4.2.0.

Primary antibodies used for IF were: rabbit polyclonal anti-CDX2 (Cell Signaling 3977, RRID:AB_2077043) at a 1:50 dilution, rabbit polyclonal anti-CEBPB (Santa Cruz Antibodies sc-150, RRID:AB_2260363) at a 1:2500 dilution, goat polyclonal anti-GATA3 (Santa Cruz Antibodies sc-22206, RRID:AB_2108588) at a 1:950 dilution, mouse monoclonal anti-GCM1 (abcam ab88748, RRID:AB_2041368) at a 1:200 dilution for placental tissue and 1:100 for mammary gland tissue, mouse monoclonal anti-Pan-Cytokeratins (AE1/AE3) (BioLegend, 914201, RRID:AB_2565152) at a 1:5000 dilution, and mouse monoclonal anti-Vimentin (Sigma v5255, RRID:AB_477625) at a 1:1000 dilution. Secondary antibodies used for IF were: biotinylated goat anti-mouse igG (Jackson Immunoresearch, 111-065-166, RRID:AB_2338569) at a 1:1000 dilution, biotinylated goat anti-rabbit igG (Jackson Immunoresearch, 111-065-144, RRID:AB_2337965) at a 1:5000 dilution, and biotinylated rabbit anti-goat igG (Vector, BA-5000, RRID:AB_2336126) at a 1:2500 dilution.

## Additional files

Supplementary file 1. Genes, transcripts, and GO terms for differential expression analysis Excel spreadsheet containing (1) Up-regulated gene names for each category analyzed by differential expression (2) Up-regulated transcript IDs for each category analyzed by differential expression (3) GO terms for Up-regulated BOM genes (4) TOM genes (5) early genes and (6) late genes. GO terms discussed in the manuscript are highlighted in yellow. **DOI:** http://dx.doi.org/10.7554/eLife.27450.012

Supplementary file 2. Genes shared by the tammar, term mouse, and term human placentas Excel file containing all genes shared and uniquely expressed in the placenta of the marsupial, tammar wallaby, and eutherians, mouse and human. **DOI:** http://dx.doi.org/10.7554/eLife.27450.013

Supplementary file 3. Genes and GO terms for organ expression comparisons Excel file containing (1) All genes shared and uniquely expressed between tammar placenta, eutherian placenta, tammar mammary gland, and mouse mammary gland (analyzed categories highlighted) (2) Genes analyzed from placenta to liver and placenta to testis comparisons (3) GO terms for genes shared between tammar placenta, eutherian placenta, and tammar mammary gland (4) GO terms for genes shared between tammar placenta, eutherian placenta, and tammar liver (5) GO terms for genes shared between tammar placenta, eutherian placenta, and tammar testis (6) GO terms for genes shared only by eutherian placenta and tammar mammary gland (7) GO terms for genes shared only by eutherian placenta and tammar liver (8) GO terms for genes shared only by eutherian placenta and tammar testis. GO terms discussed in the manuscript are highlighted in yellow. **DOI:** http://dx.doi.org/10.7554/eLife.27450.014

### Major datasets

The following dataset was generated:

Guernsey MW,Baker JC,2017,Transcriptome sequencing in the tammar wallaby unveils conserved gene expression networks underlying reproduction in therian mammals,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE90838,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE90838)

The following previously published datasets were used:

Metsalu T,Viltrop T,Tiirats A,Rajashekar B,Reimann E,Kõks S,Rull K,Milani L,Acharya G,Basnet P,Vilo J,Mägi R,Metspalu A,Peters M,Haller-Kikkatalo K,Salumets A,2014,Using RNA sequencing for identifying gene imprinting and random monoallelic expression in human placenta (RNA-seq),https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE56524,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE56524)

Fu NY,Lun A,Smyth GK,Visvader JE,2015,Transcriptome analysis of luminal and basal cell subpopulations in the lactating versus pregnant mammary gland,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60450,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE60450)

Knox K,Baker JC,2008,Timecourse of developing mouse placenta, with placental and decidual tissues profiled separately,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE11220,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE11220)

Gingeras T,2012,File summary for ENCFF001IVS (fastq),https://www.encodeproject.org/files/ENCFF001IVS/,Publicly available at ENCODE (accession no: ENCSR000BYQ)

Gingeras T,2012,Mus musculus C57BL/6 placenta adult (8 weeks),https://www.encodeproject.org/experiments/ENCSR000BZP/,Publicly available at ENCODE (accession no: ENCSR000BZP)

Cortez D,Marin R,Froidevaux L,Liechti A,Waters PD,Grützner F,Kaessmann H,2014,Origins and functional evolution of Y chromosome gene repertoires across the class Mammalia,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50747,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE50747)

Snyder M,2014,Mus musculus C57BL/6 liver female adult (10 weeks),https://www.encodeproject.org/experiments/ENCSR216KLZ/,Publicly available at ENCODE (accession no: ENCSR216KLZ)

Gingeras T,2012,Mus musculus C57BL/6 liver adult (8 weeks),https://www.encodeproject.org/experiments/ENCSR000BYS/,Publicly available at ENCODE (accession no: ENCSR000BYS)

Snyder M,2014,Mus musculus C57BL/6 testis male adult (10 weeks),https://www.encodeproject.org/experiments/ENCSR266ESZ/,Publicly available at ENCODE (accession no: ENCSR266ESZ)

Gingeras T,2012,Mus musculus C57BL/6 testis male adult (8 weeks),https://www.encodeproject.org/experiments/ENCSR000BYW/,Publicly available at ENCODE (accession no: ENCSR000BYW)

How the deposited data were processed for this re-analysis (not part of the article)

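3SEQ libraries of the tammar wallaby were analysed: 10 from the placenta (4 of BOM and 6 of TOM, at gestational days 21, 23 and 25) and 3 from the mammary gland (days 36, 60 and 95 of lactation). Days 21 and 23 form the early group and day 25 the late group. The authors made the counts: by the submitters' processing notes, reads were trimmed with Trim Galore 0.3.3, aligned with STAR 2.5.1b, assigned to regions with UniPeak and to the nearest gene with HOMER 4.7, and by the paper regions of the same gene were summed. The deposited table holds whole raw counts for 10965 transcript IDs in 13 libraries, and every column was used. Columns were matched to samples by title, and 3 columns that lack the first letter of a title were matched by the remaining letters, since the other samples have columns of their own. The list of differing transcripts and the gene names of each comparison were taken from the study's supplementary files. Those files sort IDs and names apart, and 0 IDs of the count table were found in the reference table of gene names, so no gene name was given a level. Reads were not realigned, and the mouse and human data that the paper compares with were not used here.

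Library totals have a median of 6049375 in placenta. Libraries of the same group differ by far more than counting error: over pairs of libraries of 1 placental tissue and stage, chi-square per degree of freedom lay between 105 and 513, and between 7.77 and 66.6 in mammary gland, so depth is not what limits the precision of group means, and no pair looks like a repeated measurement of 1 library.

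Counts were compared in R 4.3.3 with edgeR 4.0.16: filterByExpr, TMM factors over the libraries compared, glmQLFit with robust set, quasi-likelihood F-tests, and Benjamini-Hochberg adjusted p under 0.05. TOM was compared with BOM, day 25 with day 21–23, the product of tissue and stage was tested with both in the model, and mammary gland was compared with placenta. DESeq2 1.42.0 with its defaults served as the other tool. Principal components used log2 CPM (prior count 2) of the 500 transcripts of highest variance, and component scores were compared by exact two-sided permutation in scipy 1.17.1, over 4 components and 2 groupings with 8 tests adjusted together. Shares of counts carry Wilson intervals at 95% in the tables behind the text. Levels of a list are medians over its transcripts of log2(CPM + 2). Differences between libraries were correlated across transcripts with a mean of at least 5 CPM. A transcript was expressed in an organ when its mean CPM reached 1% of the mean over transcripts, a rule the paper states for the public read count tables and that was applied here to CPM of the tammar libraries. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

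The comparisons were tested on simulated data, with 200 transcripts changed by 2-, 4- or 8-fold. At the spread estimated from these libraries (dispersion 0.682 for BOM against TOM, 0.571 for early against late, 0.542 for mammary gland), edgeR recovered 0% of 8-fold changes between the tissues, 7% between the stages and 8.3% between the organs, with 0 false calls. DESeq2 recovered 55.9%, 71.8% and 59.7%, and 29 of its 79 calls, 29 of 103 and 44 of 103 were false. At a dispersion of 0.05, edgeR recovered 81% of 2-fold and 94.4% of 4-fold changes between the tissues, with 7 false calls of 191.

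Alternatives written before the data were examined were the tool, the scaling, the low-count filter, the other factor as a covariate, the robust setting, subsets of tissue or stage, a replicate block, the expression threshold, the scale of the principal components, and leaving out each library. Alternatives added later were DESeq2 with the other factor as a covariate, thinning to equal totals, library totals without TMM, level thresholds for the rank correlation, and components of raw counts. Each count of calls was set among up to 100 splits of the same libraries, the real one included.

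The rule for named genes, written before the data were examined, took genes with a symbol by fold change among called transcripts with at least 10 CPM, the members of fixed lists, and the 16 genes named in the study's text. With no symbol for any ID, it was applied to IDs, at most 2 in each direction. Of the 16 genes, those in a list of the study are named at its claim. Before the counts were examined, 30 lists of genes by tissue, cell type or function were fixed from general knowledge, and 8 more were taken from the study. The gene names in the study's tables had been seen when these rules were written, so the fixed lists were not blind to them. All lists were compared with the study's name lists. A tested transcript that is at 0 in a group has its fold given against a floor of 3 counts over the group, as the lower of the bounds with and without TMM scaling. The tests of the fixed lists on levels were left out, since they need a name for each ID.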

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

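The tests of explanations, and what the counts over other splits of the libraries would show, were written down after the results were seen.

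TOM-4385 stood apart from other day 25 libraries on 3 measures. Its top transcript held 30.0% of its counts, and the next of the 6 day 25 libraries had 12.5%. Its 10 leading transcripts held 54.3%, against 37.4% in the nearest of the 4 TOM libraries of day 25. The study's BOM transcripts had a median log2(CPM + 2) of 2.96 in it, and 4.30 in the nearest of the same 4. Over the 50 groups examined, chance alone gives about 2.5 such flags. The 3 flags fall on the same library and their measures are related, so this number does not decide whether chance is enough. No explanation was tested.

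ENSMEUT00000000693 took 17.8% of the counts in TOM libraries and 1.75% in BOM libraries and is on none of the study's 4 transcript lists. No explanation was tested, and its gene name is not known from the sources used here.

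Day 25 libraries differ along an axis that BOM and TOM share: BOM-4385 minus BOM-4419 ran along with TOM-4385 minus TOM-4419 (r = 0.762). Sequencing depth as the whole cause is argued against, since after thinning all libraries to the same total BOM-4385 minus BOM-4419 still had r = 0.694 with TOM-4060 minus TOM-4417. The animal that a number might stand for stays open. BOM-4385 minus BOM-4419 and TOM-4060 minus TOM-4417 share no number and had r = 0.720 before thinning, so a shared number is not needed for such a correlation. Animals that differ along a common axis would give it too, so this value cannot decide. Different points of the change from day 21–23 to day 25 stay open: TOM-4385 minus TOM-4419 had r = 0.384 with the early minus late difference in BOM, while TOM-4060 minus TOM-4417 had r = -0.0495 with it. How far each embryo had developed, and the mix of cells in each sample, were not tested and stay open.

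Mammary counts were spread more evenly over transcripts than placental counts. Depth is argued against, since at equal totals the top 100 transcripts held at most 30.7% of a mammary library and at least 50.2% of a placental one. Fixed tissue and its library preparation cannot be told apart from organ, since 0 placental libraries came from fixed tissue. A biological difference between the organs stays open and untested.

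Placental and mammary levels were negatively rank-correlated across transcripts. Neither explanation tested is excluded. Transcripts found in 1 organ only stay open: with at least 10 CPM in both organs the correlation was -0.115. That lies within 0.150 of 0, the SD of the correlation over single mammary libraries. This SD was taken over all 10965 transcripts with 1 library per day, so it is only a rough yardstick for the subsets. Transcripts near the detection limit in placenta stay open too: with at least 10 CPM in placenta it was 0.134, also within that SD, and a threshold on mammary levels gave 0.00388 at 10 CPM and 0.179 at 50, so the change is not specific to placenta. The table holds no transcript unexpressed in both organs, which by itself lowers the correlation, and how far was not tested. Fixation and organ remain confounded here as well, and a biological difference stays open.

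Counts were set beside those of other splits of the libraries. For BOM against TOM the real split has 0 calls, so all 100 of 100 splits are as large by construction and this count says nothing about chance. The highest other split called 384, which points to a structure among the libraries other than tissue. With stage in the model, the real split called 99 and the highest other called 1. Only 1 of 90 splits, the real one, was as large, which argues against chance. Early against late called 549 and the highest other split drawn 384, with 1 of 100 as large, out of 210 possible splits. This argues against chance but does not exclude it, since not every split was drawn. The split with 384 calls set BOM-4385, BOM-4419, TOM-4417 and TOM-4419, all of day 25, against the rest. Mammary gland against placenta called 9076, the highest other split drawn called 0, and 1 of 100 was as large, out of 286 possible splits. This argues against chance in the grouping of libraries, though not against the difference in preparation. Whether the libraries are from separate animals is not known, so none of these counts excludes chance.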

How the results depend on the processing

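Chosen after values were seen were DESeq2 with the other factor as a covariate, thinning, library totals without TMM, the level thresholds of the rank correlation, and raw counts in the components; the other alternatives were planned.

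Of 152 values over 12 results, 104 kept their direction and their side of the threshold, or a count within 1.5 times. The counts for mammary gland against placenta did so under all 9 alternatives each (5612 to 6775 higher, 2218 to 3497 lower), as did the transcripts expressed in mammary gland under 7 (8501 to 10043).

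BOM against TOM, with 0 calls each way by edgeR (430 and 220 at an unadjusted p under 0.05), gave 194 higher in TOM and 19 in BOM with DESeq2, 360 and 71 with DESeq2 and stage, 94 and 5 with stage in edgeR, and 514 and 188 at day 21–23 alone. TMM over all 13 libraries gave 7 in TOM and no filter gave 10. Without each library in turn, counts ran from 0 to 37 in TOM (37 without BOM-4419, 3 without TOM-4419) and from 0 to 1 in BOM (1 without BOM-4419). Day 25 alone, size factors, no robust setting and thinning gave 0 and 0. The cause was not tested.

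A replicate block, paired by day for days 21 and 23 and by label number for day 25, gave 415 higher in TOM and 179 in BOM. Only 2 numbers are shared, and they are not shown to pair the libraries: deviations from the group mean had r = 0.588 and 0.766 for the same number in BOM and TOM, and 0.821 for BOM-4385 with TOM-4060.

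For stage, 253 transcripts were higher late and 296 early. DESeq2 gave 1134 and 573, DESeq2 with tissue 1109 and 594. Higher late only, no filter gave 435 and tissue as a covariate 400. TOM alone gave 2 late and 28 early, and BOM alone 0 and 0, with fewer libraries. Without each library in turn, counts ran from 37 (TOM day 21) to 381 (BOM-4385) late and from 145 (BOM day 21 and BOM day 23) to 349 (TOM-4417) early; late counts were 38 without BOM day 21, 40 without BOM day 23, 74 without TOM day 23 and 152 without TOM-4419, and early counts 152 without TOM day 21 and 158 without TOM day 23. Of the 253 and 296, DESeq2 also called 252 and 296. Where leaving out BOM day 21 or 23 keeps 1 early BOM library, it is assumed to vary like the others. The cause was not tested.

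The product of tissue and stage, 0 by edgeR (208 at an unadjusted p under 0.05, fewer than chance alone would give), gave 1 with DESeq2 and 1 with no filter.

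At 10% of the mean, 3675 transcripts counted as expressed in placenta, as a stricter threshold must give fewer. The rank correlation of the organs was -0.303. Among transcripts with at least 10 or 50 CPM in placenta it was no longer negative (0.134 and 0.237). The same held for such thresholds in mammary gland (0.00388 and 0.179), and with at least 10 CPM in both it was -0.115. The values at 10 CPM lie within 1 SD over single mammary libraries (0.150) of 0, an SD taken over all transcripts and not over these subsets. The cause of the negative correlation is weighed in the part above.

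By exact permutation, BOM against TOM on PC1 gave p = 0.00952 on unlogged counts (p = 0.648 on log2), and stage on PC2 p = 0.00952 (p = 0.105 on log2), without overlap. On raw counts both gave an exact permutation p = 0.0286 (adjusted p = 0.114), and stage on PC2 over all filtered transcripts p = 0.0190 (adjusted p = 0.0508), with overlap between the groups. On unlogged counts 1 transcript carries most of PC1.

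Not run, since IDs have no names, were the rank correlation without ribosomal protein genes and the tests of gene lists with their alternatives. Thinned to equal totals, stage gave 183 late and 208 early of 5100 tested, with fewer counts.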

Differences from the paper's values

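DESeq2 with the other factor as a covariate and components of raw counts, both named below, were chosen after the values were seen; the other settings were set before the data were examined.

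The paper gives 362 transcripts higher in TOM, where edgeR with tissue as the only factor called 0 at the same adjusted threshold of 0.05 (430 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the replicate block (415) and day 21–23 alone (514) come within 1.5 times of the paper's count; DESeq2 with 1 factor (194), stage as a covariate in edgeR (94), size factors, TMM over all libraries, no filter, no robust setting, day 25 alone and each library left out do not. The paper gives 83 higher in BOM, where edgeR called 0 (220 at an unadjusted p under 0.05), and none of those alternatives comes within 1.5 times, DESeq2 with 1 factor giving 19 and the replicate block 179. DESeq2 with stage as a covariate, chosen after seeing the values, gave 360 in TOM and 71 in BOM and does not call 15 of the paper's 362 and 14 of its 83.

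The paper gives 592 transcripts higher at day 21–23, where edgeR called 296, and 1113 higher at day 25, where edgeR called 253. DESeq2 with 1 factor, set before the data were examined, gave 573 and 1134, within 1.5 times of both; the other alternatives set then, tissue as a covariate, size factors, TMM over all libraries, no filter, no robust setting, each tissue alone and each library left out, do not reach either count. DESeq2 with tissue as a covariate, chosen after seeing the values, gave 594 and 1109 and does not call 29 of the paper's 592 and 84 of its 1113. In direction, all 79 BOM, 341 TOM, 497 early and 889 late transcripts of the paper's lists that passed the filter went the way the paper lists them. The paper chose these lists by direction on the same libraries, so this is not independent evidence.

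The paper's first component holds about 92% of the variance in Figure 2—figure supplement 1, read by eye, and PC1 of log2 counts held 58.0%. Counts divided by size factors and not logged, set before the data were examined, gave 82.6%, within 1.5 times; all filtered transcripts (41.5%) and the variance-stabilizing transformation (59.1%) do not. Raw counts, not logged, chosen after seeing the values, gave 91.5%; this setting calls no items of the paper. The legend places the tissues apart on the first component and the stages apart on the second. On log2 counts the stages parted on PC1 and the tissues on PC3, and on counts divided by size factors and not logged the tissues parted on PC1 and the stages on PC2. On raw counts, not logged, neither did (exact permutation, adjusted p = 0.114 each, with overlap).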

Other observations

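Several fixed lists have few or no names among the study's lists of genes higher in BOM, in TOM, early or late. Uterus (18 genes), immunoglobulins and antigen presentation (23), skeletal muscle (18) and the mitochondrial genome (13) have 0 in each. Of 17 decidua genes, VIM is in the TOM and late lists. Milk proteins (25) have 1, CLU, in the late list, and milk fat and secretory epithelium (40) have CD36 in the TOM list, FASN in the early list and ACTA2 and KRT8 in the late list. Adipocyte genes (15) have GPD1 in the early list and CFD, PLIN1 and PLIN4 in the late list. Keratins have KRT13 in the TOM list and KRT8 in the late list, and cathepsins CTSK in both. Serpins have SERPINF1 and SERPINH1 in the TOM list, SERPINC1, SERPIND1 and SERPINF1 in the early list and SERPINE1 in the late list. Cytosolic ribosomal proteins have RPS7 in the TOM list, 4 genes in the early list (RPL3L, RPS10, RPS2 and RPS7) and 5 in the late list (RPL13, RPL23, RPL32, RPL5 and RPS8). Lists overlap, and VIM, ACTA2 and KRT8 each belong to more than 1.

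Among the study's own lists, 17 of the 25 matrix genes behind its TOM term are also on the late list and 0 on the early list, and of the 9 hemopoiesis genes 3 are on the early list and 0 on the late list. Of the 5 endocytosis genes behind its BOM term, CANX, CLTC, ENDOU, LRP5 and SNX33, 3 are also late and 1 early, and of the 6 glycosylation genes 3 are late. The 7 leukocyte differentiation genes among the 108 are CSF1R, HHEX, ITGA4, ITK, NHEJ1, PTPRC and TREM2, and the 8 embryonic morphogenesis genes ATP8A2, CCDC40, COL2A1, DKK1, HHEX, KCNQ4, SALL1 and TBX4. These names come from lists the study drew from these libraries and are not independent evidence.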
